# Gastric Corpus Mucosal Hyperplasia and Neuroendocrine Cell Hyperplasia, but not Spasmolytic Polypeptide-Expressing Metaplasia, Is Prevented by a Gastrin Receptor Antagonist in H^+^/K^+^ATPase Beta Subunit Knockout Mice

**DOI:** 10.3390/ijms21030927

**Published:** 2020-01-31

**Authors:** Kristin Matre Aasarød, Helge Lyder Waldum, Astrid Kamilla Stunes, Arne Kristian Sandvik, Arnar Flatberg, Patricia Mjønes, Unni Syversen, Ingunn Bakke, Reidar Fossmark

**Keywords:** gastrin, netazepide, SPEM, acid inhibition, neuroendocrine cells

## Abstract

Proton pump inhibitor use is associated with an increased risk of gastric cancer, which may be mediated by hypergastrinemia. Spasmolytic polypeptide-expression metaplasia (SPEM) has been proposed as a precursor of gastric cancer. We have examined the effects of the gastrin receptor antagonist netazepide (NTZ) or vehicle on the gastric corpus mucosa of H^+^/K^+^ATPase beta subunit knockout (KO) and wild-type (WT) mice. The gastric corpus was evaluated by histopathology, immunohistochemistry (IHC), in situ hybridization (ISH) and whole-genome gene expression analysis, focusing on markers of SPEM and neuroendocrine (NE) cells. KO mice had pronounced hypertrophy, intra- and submucosal cysts and extensive expression of SPEM and NE cell markers in the gastric corpus, but not in the antrum. Numerous SPEM-related genes were upregulated in KO mice compared to WT mice. NTZ reduced hypertrophia, cysts, inflammation and NE hyperplasia. However, NTZ neither affected expression of SPEM markers nor of SPEM-related genes. In conclusion, NTZ prevented mucosal hypertrophy, cyst formation and NE cell hyperplasia but did not affect SPEM. The presence of SPEM seems unrelated to the changes caused by hypergastrinemia in this animal model.

## 1. Introduction

Proton pump inhibitors (PPIs) are widely used in the management of acid-related gastrointestinal diseases such as peptic ulcers and gastro-esophageal reflux. The increase in PPI use has been well described in many countries in recent decades [1,2]. The consequences of long-term acid inhibition, however, are not fully known. In humans, the first accepted gastric side effects of PPI use was development of fundic gland polyps [3,4]. Based on animal studies, an increased risk of gastric neuroendocrine (NE) tumors developing from enterochromaffin-like (ECL) cells and carcinomas has been predicted since the 1980s, and more recently several epidemiological studies have found that patients using PPIs have an increased risk of gastric cancer [5,6,7]. Numerous studies suggest that hypergastrinemia, which is a common factor found in many conditions with increased cancer risk, is a key element in gastric carcinogenesis of the corpus and fundus [8,9]. In response to gastric luminal contents and hypoacidity, gastrin is released from antral G cells and stimulates function and proliferation of ECL cells where the gastrin receptor is located [10]. Gastrin release is also regulated by gastrin-releasing peptide (GRP) and GRP receptor (GRP-R) expression in the gastrointestinal tract has been located to the antrum [11]. The GRP-R is also expressed in a range of tissues outside the gastrointestinal tract [12] as well as in various types of cancer [13,14].

One proposed precursor lesion to gastric cancer, in addition to the more established intestinal metaplasia (IM), is spasmolytic polypeptide-expression metaplasia (SPEM). It has been postulated that chief cells may dedifferentiate or transdifferentiate into SPEM [15], which is characterized by the expression of glands with mucous-containing trefoil factor 2 (TFF2), also named spasmolytic polypeptide. MUC6 and clusterin are markers of SPEM and numerous other genes are differentially expressed in tissue containing SPEM. SPEM has been studied extensively in mice given an agent causing parietal cell atrophy (DMP-777, L-635 or tamoxifen) [16]. The role of gastrin in SPEM development is not completely understood. In gastrin knockout (KO) mice given DMP-777, development of SPEM is accelerated [17], but remarkably, gastrin receptor KO mice develop SPEM after DMP-777 administration following a similar timeline compared to wild-type (WT) controls [18]. The role of histamine has also been investigated and a proportion of histidine decarboxylase (HDC) KO mice develop SPEM spontaneously and have accelerated development of SPEM after DMP-777 administration [19]. Histamine 2 receptor KO mice given DMP-777 develop SPEM similar to WT controls [18].

The H^+^/K^+^ATPase beta subunit KO mouse is a model of long-term PPI use, gastric hypoacidity and secondary hypergastrinemia [20,21,22]. KO mice develop marked hyperplasia of the oxyntic mucosa with intramucosal cystic changes and ECL cell hyperplasia, but only a few develop gastric carcinoma [21].

In the present study, we have examined the effects of the gastrin receptor antagonist netazepide (NTZ) in KO and WT mice, with particular focus on NE hyperplasia and SPEM markers.

## 2. Results

During the study period, two animals died—one in the WT/NTZ group and one in the KO/PEG group—leaving 11 mice in the WT/PEG and KO/NTZ groups and nine in the two other groups. No differences were observed in animal welfare between the different groups. 

### 2.1. KO Mice Had Elevated Intragastric pH and Plasma Gastrin

The mice in both KO groups had significantly higher intragastric pH than WT/PEG (*P* = 0.001) and WT/NTZ (*P* = 0.003) mice. WT/NTZ mice had higher intragastric pH than WT/PEG (*P* = 0.044). Both KO groups had high median gastric pH, but lower pH levels were observed in the group receiving NTZ compared to vehicle (*P* = 0.001) (Figure 1A). Gastrin levels were higher in the KO groups compared to the WT groups (*P <* 0.001), and the levels were also higher in WT/NTZ mice compared to WT/PEG (*P* = 0.005). No significant differences between the two KO groups were observed (Figure 1B).

### 2.2. NTZ Reduced Stomach Weight and Oxyntic Mucosal Thickness in KO Mice

Stomach weight was higher in the KO/PEG group than in all other groups (*p* = 0.001), as expected from the known effects of hypergastrinemia. KO/NTZ mice had lower stomach weight than KO/PEG mice, reflecting the effects of gastrin receptor antagonism, but still higher than both WT groups (*p* = 0.001) (Figure 1C). Oxyntic mucosal thickness was lower in KO/NTZ mice compared to KO/PEG, whereas there was no difference between the WT/NTZ and WT/PEG groups (Figure 1D). Antral mucosal thickness did not differ between the groups (Figure 1F).

### 2.3. NTZ Reduced Intramucosal Cysts and Invasions below the Muscularis Mucosae in KO Mice

In addition to pronounced hyperplasia of the oxyntic mucosa, KO mice had intramucosal cysts and half of the animals had invasions of the muscularis mucosae with benign appearance, often in the proximity of vascular structures also penetrating the muscularis mucosae. The histopathological changes are presented in Table 1. NTZ reduced the number of intramucosal cysts as well as submucosal invasions in KO mice. NTZ also reduced inflammation in KO mice. Representative HE histologic appearance of oxyntic mucosa in the two KO groups compared to WT/PEG are presented in Figure 2.

### 2.4. NTZ Reduced NE Cell Hyperplasia, Whereas SPEM Was Unaffected in KO Mice 

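Messenger RNA from biopsies of the gastric corpus mucosa was sequenced from KO and WT mice that were given NTZ, a gastrin receptor antagonist, at 40 mg/kg or its vehicle PEG, and were 13 months old at termination. The deposited data hold 44 libraries, of which 11 are WT/PEG, 9 WT/NTZ, 13 KO/PEG and 11 KO/NTZ. The paper reports 9 KO/PEG mice at the end of the study, and its text does not say how the 13 KO/PEG libraries relate to these mice. All 13 were used, each as one sample. For each library the authors estimated the number of reads per GRCm38 transcript with kallisto and deposited these estimated counts without normalization. They were rounded to whole counts. The total per library was between 6065084 and 21945124, with a median of 12285692 in WT/PEG, 10738092 in WT/NTZ, 13045631 in KO/PEG and 12279913 in KO/NTZ. A count of 3 was taken as the smallest signal a library can show, which covers counting error only. Before TMM normalization, this count corresponds to between 0.137 and 0.495 CPM (counts scaled to a common library size by edgeR). The CPM values of transcripts and genes below are after this normalization, so the range is only a rough guide to them. After transcripts with low counts were left out with edgeR's filterByExpr, 30782 of the 94080 transcripts were tested. All libraries were normalized by the TMM method and fitted in one model with a mean for each group, and differences between groups were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted p-values under 0.05 were counted as changed. Of the libraries from animals numbered 100 or above, 11 are WT/PEG, 4 WT/NTZ, 7 KO/PEG and 1 KO/NTZ, and the paper's text does not say what these numbers stand for.

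The gene targeted in the KO mice, Atp4b (ENSMUST00000033826), encodes the H+/K+ATPase beta subunit. Its normalized count was 4003 ± 689.5 CPM (SD, n = 11) in WT/PEG, 3669 ± 809 CPM (SD, n = 9) in WT/NTZ, 6.72 ± 3.74 CPM (SD, n = 13) in KO/PEG and 12.2 ± 11.2 CPM (SD, n = 11) in KO/NTZ mice. The log2 fold change in KO/PEG versus WT/PEG was -9.22 (standard error 0.39, adjusted p = 6.57e-22 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest value among the KO libraries was 39.7 CPM and the lowest among the WT libraries 2203 CPM, so that Atp4b separated every KO library from every WT library.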

Gene expression analysis was performed to examine the relative expression of NE and SPEM related genes. This showed that numerous genes previously reported to be associated with SPEM were overexpressed in KO/PEG versus WT/PEG mice, including *tff2*, *clu*, *muc6*, *cd44* and *wfdc2*, with no significant change in KO mice receiving NTZ (Table 2). It was confirmed by both IHC and ISH that KO/PEG mice had pronounced expression of the SPEM markers TFF2 and clusterin in the gastric corpus [23] (Figure 3 and Figure 4), and that the SPEM did not seem to be affected by NTZ. 

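Tff2 (ENSMUST00000024826, chromosome 17 of GRCm38 from 31141049 to 31144282) had 878 ± 214 CPM (SD, n = 11) in WT/PEG, 11276 ± 9741 CPM (SD, n = 13) in KO/PEG and 15206 ± 8187 CPM (SD, n = 11) in KO/NTZ mice. The log2 fold change in KO/PEG versus WT/PEG was 3.68 (standard error 0.42, adjusted p = 1.65e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 12 of the 13 KO/PEG libraries were above every WT/PEG library. Tff2 varied widely among the 13 KO/PEG libraries, which had 25511, 26554, 26884, 10947, 10103, 14750, 2325, 3174, 14358, 2349, 900.5, 2457 and 6281 CPM. The log2 fold change in KO/NTZ versus KO/PEG was 0.43 (standard error 0.36, adjusted p = 0.563 from the same test), which was smaller than the spread between KO/PEG libraries. When only KO animals numbered below 100 were used, Tff2 was higher in KO/NTZ, with a log2 fold change of 1.66 and an adjusted p of 0.0127 from the same test. Clu (ENSMUST00000022616, chromosome 14 of GRCm38 from 65968483 to 65981547) had 1096 ± 169 CPM (SD, n = 11) in WT/PEG, 11897 ± 4386 CPM (SD, n = 13) in KO/PEG and 12670 ± 4462 CPM (SD, n = 11) in KO/NTZ mice. On the log2 scale it changed by 3.44 (standard error 0.20, adjusted p = 1.43e-17 from the same test) with genotype and 0.09 (standard error 0.17, adjusted p = 0.826 from the same test) with NTZ. The log2 fold changes of the 2 Muc6 transcripts in KO/PEG versus WT/PEG were 5.24 for ENSMUST00000189314 and 2.38 for ENSMUST00000062451, with adjusted p of 5.48e-11 and 2.82e-05 from the same test. With NTZ they were 0.61 and -0.04, with adjusted p of 0.453 and 0.978, and the direction of the second changed under other processing. The 2 Wfdc2 transcripts rose by 7.50 (ENSMUST00000109344) and 5.54 (ENSMUST00000017867) on the log2 scale in KO/PEG, with adjusted p of 7.9e-10 and 4.29e-14, and their adjusted p with NTZ was 0.434 and 0.514 from the same test. Of the 2 Cd44 transcripts, ENSMUST00000111194 was higher in KO/PEG with a log2 fold change of 0.91 (standard error 0.24, adjusted p = 0.00153 from the same test). The other, ENSMUST00000005218, had 2.48 ± 2.01 CPM (SD, n = 13) in KO/PEG and 1.36 ± 2.91 CPM (SD, n = 11) in WT/PEG, and its log2 fold change of 0.89 (standard error 0.86, adjusted p = 0.396 from the same test) did not pass. With counts summed over the 9 transcripts of Cd44, the log2 fold change was 0.70 (standard error 0.20, adjusted p = 0.00241 from the same test). Neither transcript passed for NTZ, with adjusted p of 0.921 for ENSMUST00000111194 and 0.722 for ENSMUST00000005218. Reads of transcripts of one gene were divided by estimation, so the value of a single transcript is less certain than that of its gene.

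Of the 43 transcripts of Table 2, 40 differed between KO/PEG and WT/PEG when adjusted over all transcripts tested (35 higher and 5 lower), and 41 when adjusted over the 43 alone. This list holds the paper's own calls on these data, so neither count says anything about its stability. None of the alternatives lowered the first count by more than 1.5 times, and at 40 of 43 it could not have risen by as much.

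**Figure D1:**
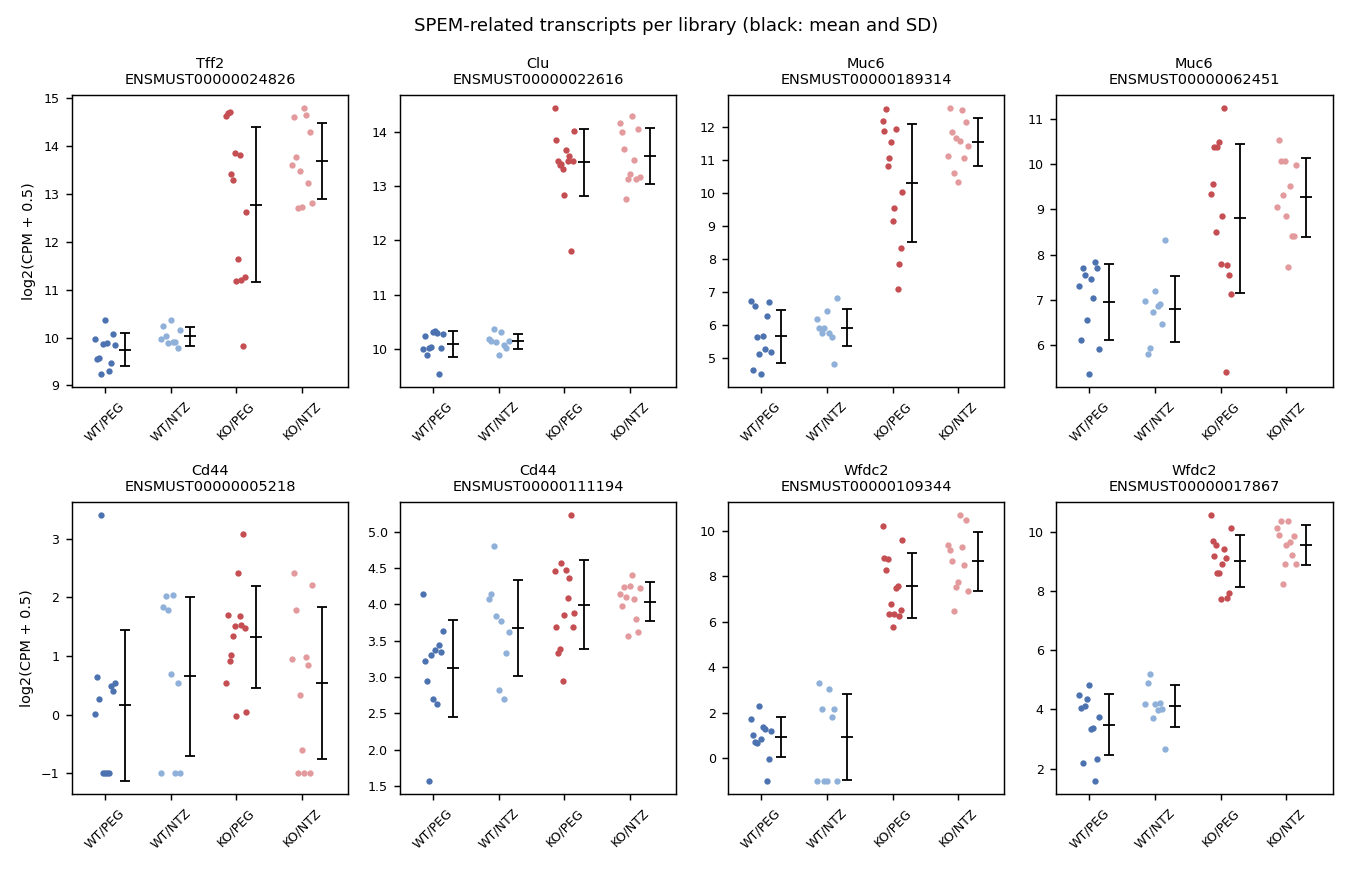
Normalized counts of Tff2, Clu, Muc6, Cd44 and Wfdc2 transcripts in each library, as log2(CPM + 0.5), by group. Each point is a library (11 WT/PEG, 9 WT/NTZ, 13 KO/PEG and 11 KO/NTZ), and the black marks are the mean and SD of the points. Clu in all 13 KO/PEG libraries lies above every WT/PEG library, and Tff2 in KO/PEG runs from 900.5 to 26884 CPM.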

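Cftr (ENSMUST00000045706, chromosome 6 of GRCm38 from 18170687 to 18322768), a chloride channel gene, had 0.0847 ± 0.166 CPM (SD, n = 11) in WT/PEG, with values in single libraries from 0 to 0.55 CPM that are near the smallest signal a library can show. It had 5.04 ± 3.12 CPM (SD, n = 13) in KO/PEG and 7.8 ± 5.48 CPM (SD, n = 11) in KO/NTZ mice. The log2 fold change was 5.88 (standard error 0.71, adjusted p = 7.51e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in KO/PEG versus WT/PEG and 0.62 (standard error 0.52, adjusted p = 0.559 from the same test) in KO/NTZ versus KO/PEG. Muc4 (ENSMUST00000115119, chromosome 16 of GRCm38 from 32776283 to 32782384), a mucin gene, had 0.392 ± 0.357 CPM (SD, n = 11) in WT/PEG, 59.7 ± 39.8 CPM (SD, n = 13) in KO/PEG and 81.2 ± 31.9 CPM (SD, n = 11) in KO/NTZ mice. Muc4 had a log2 fold change of 7.15 (standard error 0.66, adjusted p = 1.09e-11 from the same test) with genotype and 0.44 (standard error 0.46, adjusted p = 0.645 from the same test) with NTZ. In 13 of 13 KO/PEG libraries for Cftr and 13 of 13 for Muc4, the value was above every WT/PEG library.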

There was also overexpression of markers of intestinalizing transcripts such as *cftr* and *muc4*. 

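Muc13 (ENSMUST00000023520, chromosome 16 of GRCm38 from 33794367 to 33819934) had 1.15 ± 0.98 CPM (SD, n = 11) in WT/PEG, 31.1 ± 34.6 CPM (SD, n = 13) in KO/PEG and 6.26 ± 3.43 CPM (SD, n = 11) in KO/NTZ mice. The change on the log2 scale was 4.76 (standard error 0.56, adjusted p = 3.78e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in KO/PEG versus WT/PEG and -2.31 (standard error 0.49, adjusted p = 0.00527 from the same test) in KO/NTZ versus KO/PEG, and in 11 of 11 KO/NTZ libraries it was below the KO/PEG median. Its values in KO/PEG ranged from 5.54 to 109.2 CPM, and its mean was 10.8 CPM in the KO/PEG libraries from animals numbered 100 or above and 54.8 CPM in those below 100 (adjusted p = 0.0294 from the same test). Muc5b (ENSMUST00000165147, chromosome 7 of GRCm38 from 141839070 to 141873084) had 0.558 ± 0.398 CPM (SD, n = 11) in WT/PEG, 8.56 ± 5.82 CPM (SD, n = 13) in KO/PEG and 1.82 ± 0.897 CPM (SD, n = 11) in KO/NTZ mice. The log2 fold changes were 3.93 (standard error 0.42, adjusted p = 3.65e-10 from the same test) with genotype and -2.24 (standard error 0.38, adjusted p = 0.000457 from the same test) with NTZ, and 11 of 11 KO/NTZ libraries were below the KO/PEG median. The effect of NTZ differed between KO and WT mice for both, with adjusted p of 0.0144 for Muc13 and 0.044 for Muc5b from the same test of the difference. Itga2 (ENSMUST00000056117), an integrin gene of the same list, was also lower in KO/NTZ, with a log2 fold change of -1.40 (standard error 0.40, adjusted p = 0.0444 from the same test). It did not pass without the filter on low counts, with only the groups compared in the fit, or with limma-trend, nor with the transcript length slope of each library as a covariate, a fit chosen after the data were examined. What is called slope here is a rank correlation, Spearman's rho, of transcript length with the library's deviation from the mean log2 CPM over libraries.

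These 3 of the 43 SPEM-related transcripts of Table 2 differed between KO/NTZ and KO/PEG when adjusted over all 30782 transcripts tested, all 3 lower in KO/NTZ. Adjusted over the 43 transcripts alone, 6 differed, all lower in KO/NTZ. Most of the list was chosen for being high in these same KO/PEG libraries, which can favor lower values in KO/NTZ. The alternative that moved the count most was the use of only KO animals numbered below 100, with 9 transcripts (2 higher and 7 lower). With DESeq2 the count was 5. Mmp12, a gene of the same list, did not pass for its listed transcript (ENSMUST00000148005), with a log2 fold change of -0.52 (standard error 0.25, adjusted p = 0.268 from the same test). Summed over its 7 transcripts, it was lower in KO/NTZ, with a log2 fold change of -1.34 (standard error 0.23, adjusted p = 0.000271 from the same test), and 11 of 11 KO/NTZ libraries were below the KO/PEG median. The effect of NTZ on this sum differed between KO and WT mice (adjusted p = 0.0197 from the test of the difference).

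**Figure D2:**
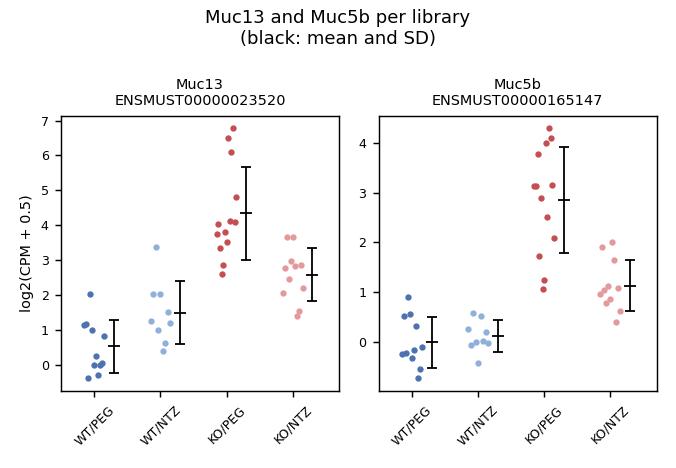
Normalized counts of Muc13 and Muc5b in each library, as log2(CPM + 0.5), by group, with the mean and SD of the points in black. The 11 KO/NTZ libraries reach 12.3 CPM for Muc13 and 3.52 CPM for Muc5b, against 109.2 and 19.1 CPM in KO/PEG.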

Only two (*muc13* and *muc5b*) of the SPEM associated genes overexpressed in KO/PEG mice compared to WT/PEG mice were reduced by NTZ. Expression of the mouse chief cell markers *pgc* (pepcinogen C), *gif* (intrinsic factor), *anpep* (Alanyl Aminopeptidase) and *Bhlha15* (MIST1) was substantially lower in KO/PEG than WT/PEG mice but was also not affected by NTZ with the exception of *anpep.*

Conversely, NTZ significantly reduced the volume density of CgA-positive cells in KO mice (Figure 1F and Figure 5), demonstrating the effect of NTZ on NE cells. Gene expression analysis demonstrated that NTZ reduced expression of the general NE marker *chga* (CgA) as well as the ECL cell markers *hdc* (HDC), *slcl18a2* (VMAT-2) and *cckbr* (CCKBR) in KO mice, whereas expression of the D cell marker *sst* (somatostatin) was increased (Table 3). 

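Chga (ENSMUST00000021610, chromosome 12 of GRCm38 from 102554969 to 102565028) had 502 ± 134 CPM (SD, n = 11) in WT/PEG, 1501 ± 468 CPM (SD, n = 13) in KO/PEG and 637 ± 96.2 CPM (SD, n = 11) in KO/NTZ mice. The log2 fold change in KO/NTZ versus KO/PEG was -1.24 (standard error 0.15, adjusted p = 2.18e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 11 of 11 KO/NTZ libraries below the KO/PEG median, and in KO/PEG versus WT/PEG it was 1.58 (standard error 0.15, adjusted p = 4.71e-11 from the same test). Hdc (ENSMUST00000028838) had 68.4 ± 24.9 CPM (SD, n = 13) in KO/PEG and 17.1 ± 5.92 CPM (SD, n = 11) in KO/NTZ mice, a log2 fold change of -1.99 (standard error 0.22, adjusted p = 3.86e-07 from the same test). Cckbr (ENSMUST00000033189) had 18.7 ± 6.29 CPM (SD, n = 13) in KO/PEG and 9.26 ± 3.47 CPM (SD, n = 11) in KO/NTZ mice, and its log2 fold change was -1.01 (standard error 0.22, adjusted p = 0.00552 from the same test). It did not pass when only KO animals numbered below 100 were used. Slc18a2 (ENSMUST00000026084) had 37.7 ± 6.18 CPM (SD, n = 11) in WT/PEG, 29.9 ± 12.1 CPM (SD, n = 13) in KO/PEG and 16.9 ± 8.56 CPM (SD, n = 11) in KO/NTZ mice. With NTZ the log2 fold change of Slc18a2 was -0.82 (standard error 0.22, adjusted p = 0.0284 from the same test), with 9 of 11 KO/NTZ libraries below the KO/PEG median, and it did not pass with only the groups compared in the fit, without the filter on low counts, with only KO animals numbered below 100 or with the same length covariate. In KO/PEG versus WT/PEG, the log2 fold change of Slc18a2 was -0.33 (standard error 0.21, adjusted p = 0.182 from the same test). Sst (ENSMUST00000004480) had 415 ± 100.2 CPM (SD, n = 11) in WT/PEG, 199 ± 127.7 CPM (SD, n = 13) in KO/PEG and 366 ± 163 CPM (SD, n = 11) in KO/NTZ mice. For NTZ it had a log2 fold change of 0.88 (standard error 0.27, p = 0.00202 before adjustment, adjusted p = 0.063 from the same test), and 0 of 11 KO/NTZ libraries were below the KO/PEG median. The adjusted p of Sst was 0.0225 with DESeq2, and 3.43e-05 with only KO animals numbered below 100 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among KO/PEG libraries, Sst ran from 135.9 to 415.8 CPM in animals numbered 100 or above. In those numbered below 100 it ran from 36.9 to 198.6 CPM, so the size of the difference depends on which KO/PEG libraries are used.

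Of the 8 NE transcripts of Table 3, 4 differed between KO/NTZ and KO/PEG when adjusted over all transcripts tested, all 4 lower in KO/NTZ. Adjusted over the 8 alone there were 5, of which 1 was higher. The NTZ effect differed between KO and WT mice for Chga (adjusted p = 0.0456 from the test of the difference with Benjamini-Hochberg adjustment), and the difference did not pass for the transcripts of Hdc, Slc18a2, Cckbr or Sst. With counts summed per gene it passed for Hdc too, at -1.23 on the log2 scale (adjusted p = 0.0389 from the same test), and in the opposite direction for Uchl1, at 1.19 (adjusted p = 0.0126).

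**Figure D3:**
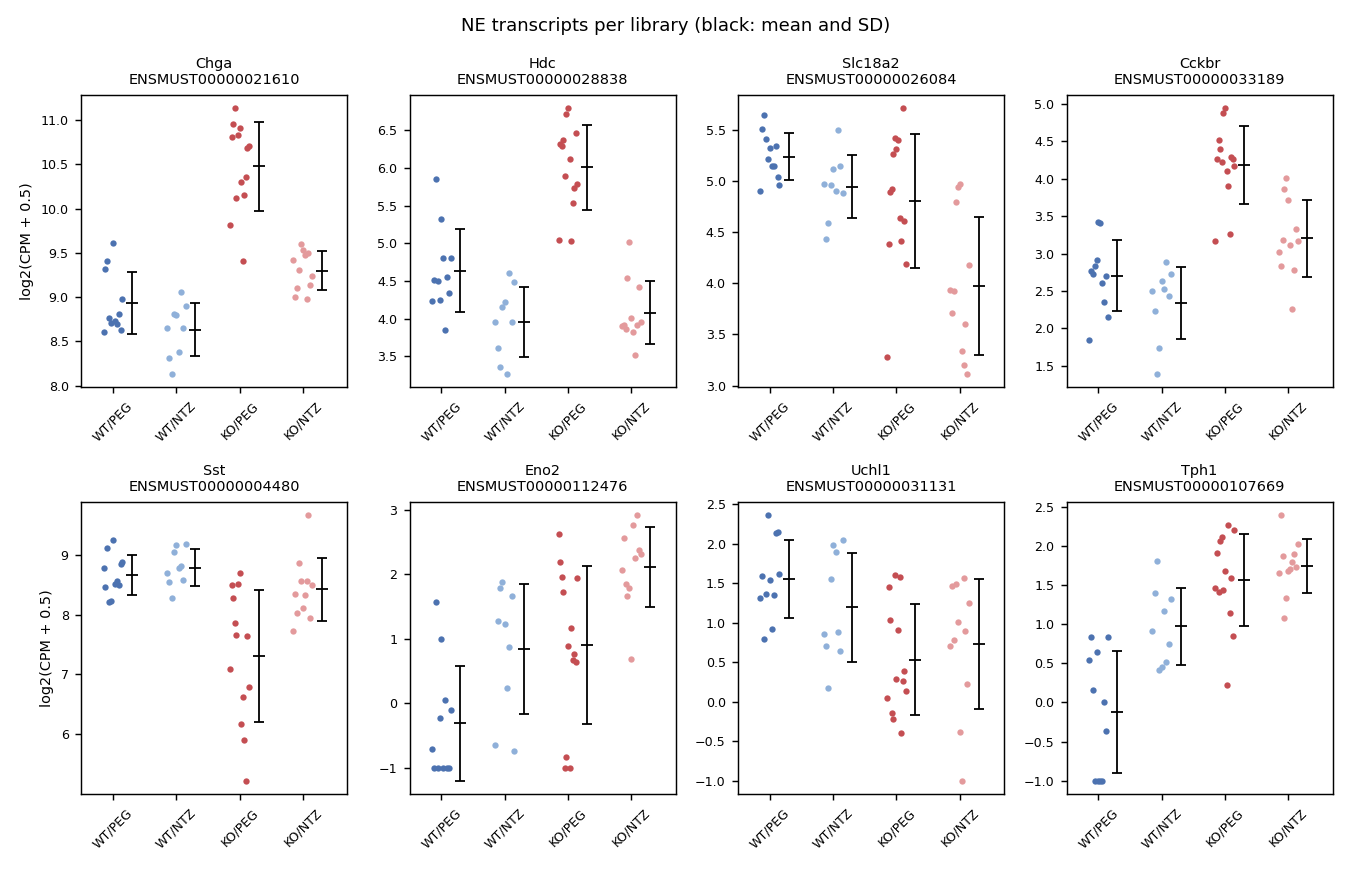
Normalized counts of NE transcripts in each library, as log2(CPM + 0.5), by group, with the mean and SD of the points in black. Chga in the 11 KO/NTZ libraries lies between 505 and 775 CPM, and in the 13 KO/PEG libraries between 680.3 and 2247 CPM.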

Expression of the general NE markers *eno2* (NSE) and *uchl1* (PGP9.5) and the enterochromaffin (EC) cell marker *tph1* (tryptophan hydroxylase) were, however, not affected by NTZ in KO mice.

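Eno2 (ENSMUST00000112476) had 0.49 ± 0.791 CPM (SD, n = 11) in WT/PEG, 1.98 ± 1.75 CPM (SD, n = 13) in KO/PEG and 4.16 ± 1.71 CPM (SD, n = 11) in KO/NTZ mice. Eno2 had a log2 fold change of 1.07 (standard error 0.71, adjusted p = 0.442 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) with NTZ and 1.99 (standard error 0.76, adjusted p = 0.0265 from the same test) with genotype. Summed over the 16 transcripts of Eno2, it was 0.42 (standard error 0.13, adjusted p = 0.052 from the same test) with NTZ and -0.33 (standard error 0.13, adjusted p = 0.0253 from the same test) with genotype, the opposite direction to the single transcript. Uchl1 (ENSMUST00000031131) had 1.12 ± 0.829 CPM (SD, n = 13) in KO/PEG and 1.37 ± 0.825 CPM (SD, n = 11) in KO/NTZ mice, a log2 fold change of 0.29 (standard error 0.41, adjusted p = 0.75 from the same test). The sum of the 4 transcripts of Uchl1 had 9.7 ± 1.73 CPM (SD, n = 11) in WT/PEG, 5.84 ± 2.09 CPM (SD, n = 13) in KO/PEG and 12.3 ± 3.81 CPM (SD, n = 11) in KO/NTZ mice, and was higher with NTZ, with a log2 fold change of 1.07 (standard error 0.17, adjusted p = 7e-05 from the same test). Tph1 (ENSMUST00000107669) had 2.67 ± 1.12 CPM (SD, n = 13) in KO/PEG and 2.93 ± 0.814 CPM (SD, n = 11) in KO/NTZ mice, a log2 fold change of 0.13 (standard error 0.45, adjusted p = 0.909 from the same test). The 3 single transcripts had low counts, with group means of at most 4.16 CPM in KO mice.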

### 2.5. Global Gene Expression Profiles Were Influenced More by Genotype Than Administration of NTZ 

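A principal component analysis was made of log2 CPM of the 30782 transcripts tested (prior count 2) in all 44 libraries. The first component carried 43.8% of the variance and the second 6.86%. On the first component, the WT/PEG libraries lay between -195.8 and -125, the WT/NTZ libraries between -178.2 and -68.9, the KO/PEG libraries between -58.8 and 279.2 and the KO/NTZ libraries between 46.8 and 308.6. The ranges of KO/PEG and KO/NTZ overlapped, while every KO library was above every WT library. The share of the first component moved most with the choice of transcripts, to 67.3% with the 500 most variable transcripts. Among the 24 KO libraries alone the first component carried 38.7% of their variance, and among the 20 WT libraries 10.9%.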

The global gene expression illustrated by a principal component analysis (Figure 6) displayed separation of both KO groups from the WT groups, with only minor separation between the NTZ and PEG groups. Thus, the global gene expression was influenced by genotype to a larger extent than by NTZ. 

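The difference between genotypes held 33.9% of the variance of log2 CPM over all transcripts tested (one-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The difference between NTZ and PEG held 7.41% of the variance among KO libraries (permutation test, p = 0.0851) and 6.92% among WT libraries (exact permutation test, p = 0.00714). For genes, the share of NTZ among KO libraries was 10.9% (permutation test, p = 0.0248) and that among WT libraries 13.3% (exact permutation test, p = 0.0116). The alternative that moved the share among KO libraries most was the use of only KO animals numbered below 100, with 13.9% (exact permutation test, p = 0.0503). Any grouping holds some share by chance, and a larger one with fewer libraries, so shares of sets of different sizes are not directly comparable. No WT/PEG library is from an animal numbered below 100, while 5 of the 9 WT/NTZ libraries are. The share among WT libraries may thus hold an effect of the animal number. In numbers of transcripts, 16466 of 30782 differed between KO/PEG and WT/PEG (8168 higher and 8298 lower) and 17486 between KO/NTZ and WT/NTZ (7564 higher and 9922 lower).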

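Between KO/NTZ and KO/PEG mice, 789 of 30782 transcripts differed, 205 higher and 584 lower in KO/NTZ. With counts summed per gene, 851 genes differed (450 higher and 401 lower), so the excess of lower ones was not found for genes. The count of transcripts moved most when only the groups compared were in the fit, to 77 transcripts (37 higher and 40 lower). It was 1478 with DESeq2. Whether other tissue in some biopsies enters this comparison was not tested. The smallest p belonged to Gc (ENSMUST00000049209, chromosome 5 of GRCm38 from 89417522 to 89457898), which encodes the vitamin D binding protein and had 18.6 ± 8.51 CPM (SD, n = 13) in KO/PEG and 2.69 ± 1.35 CPM (SD, n = 11) in KO/NTZ mice, a log2 fold change of -2.78 (standard error 0.28, adjusted p = 4.09e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Chgb (ENSMUST00000028826), which encodes chromogranin B, had 73.2 ± 25.4 CPM (SD, n = 13) in KO/PEG and 24.9 ± 7.64 CPM (SD, n = 11) in KO/NTZ mice and a log2 fold change of -1.55 (standard error 0.18, adjusted p = 6.98e-07 from the same test). All 20 transcripts of Table 4 differed, 18 lower and 2 higher in KO/NTZ, and adjusted over these 20 alone the count was 20. The list is the paper's own calls on these data, so neither count says anything about its stability. The 2 higher transcripts were Pcsk1n (ENSMUST00000041096), with a log2 fold change of 1.64 (standard error 0.27, adjusted p = 0.000433 from the same test), and Barx1 (ENSMUST00000021813), with 0.83 (standard error 0.14, adjusted p = 0.000454 from the same test). Ndufa12 (ENSMUST00000125379) had a log2 fold change of -4.16 (standard error 0.80, adjusted p = 0.00189 from the same test), while the sum of the 4 transcripts of its gene had 0.10 (standard error 0.11, adjusted p = 0.563 from the same test). Of the 789 transcripts, 258 changed by 4 or more on the log2 scale. In 240 of the 256 of these with a gene tested, the summed count of the gene changed by less than 1. Among all 789, 781 had a gene tested, and for 379 of them the gene passed in the same direction.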

The 20 most differentially expressed genes are shown in Table 4. Only three genes were differentially expressed in WT/PEG mice versus WT/NTZ mice (Supplementary Table S1).

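Between WT/NTZ and WT/PEG mice, 60 of 30782 transcripts differed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 59 higher and 1 lower in WT/NTZ. With only the WT groups in the fit, 0 transcripts passed, while 2229 of 25434 had an unadjusted p under 0.05. Of the 60, 35 were found with the same direction in that fit, which tested fewer transcripts and may not hold all 60. With each WT/NTZ library left out in turn, the number higher in WT/NTZ was between 13 and 108. The count was 156 with DESeq2, and 153 genes differed with counts summed per gene. Fewer transcripts passed with limma-trend, most of them lower in WT/NTZ. The count was also smaller with the WT/PEG pair of one animal number summed. No library from an animal numbered below 100 is WT/PEG, while 5 of the 9 WT/NTZ libraries are, so the animal number and NTZ cannot be told apart within these.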

## 3. Discussion

Various animal models with gastric hypoacidity and/or hypergastrinemia have been used to study carcinogenesis of the human gastric corpus and fundus [24]. Animal models have the potential to delineate disease mechanisms and numerous rodent models have also been used to study presumed premalignant changes of gastric corpus [16]. In the current study, we have examined the effects of the gastrin receptor antagonist NTZ on the oxyntic mucosa of anacidic and hypergastrinemic H^+^/K^+^ATPase beta subunit KO mice with particular focus on NE cell hyperplasia and SPEM. We found that NTZ reduced the pronounced hypertrophy of the oxyntic mucosa as well as intramucosal cysts and invasions below the muscularis mucosae. An antral gastrin receptor has been reported [25], but a trophic effect of hypergastrinemia or effects of gastrin receptor blockade with NTZ on antral mucosal thickness was not seen. NTZ reduced the volume density of NE cells as well as gene expression of several NE markers in the oxyntic mucosa of KO mice. Gene expression of the ECL cell markers HDC (gene *hdc*), VMAT-2 (gene *slcl18a2*) and CCKBR (gene *cckbr*) were reduced, as expected from studies localizing the CCKB-R on the ECL cell [26]. The expression of tryptophan hydroxylase (gene *Tph1*), which is expressed in EC cells, was not affected by NTZ in agreement with previous studies showing that EC cells are not stimulated by gastrin [27]. Interestingly, the expression of the D cell marker somatostatin (gene *sst*) was increased by NTZ in KO mice. This is in concordance with gastrin having a negative trophic effect on the D cells in the stomach [27,28] and may reflect simultaneous augmentation of a compensatory mechanism. Previously, we have found that NTZ prevents development of neoplasia in the gastric corpus in hypergastrinemic cotton rats [29]. Similarly, carcinogenesis in *M. natalensis* is enhanced by the histamine 2 receptor antagonist (H2RA) loxtidine [30], but inhibited by NTZ [31] and likewise gastric carcinogenesis in hypergastrinemic transgenic INS-GAS mice is inhibited by NTZ [32]. In patients with hypergastrinemia due to chronic atrophic gastritis, we have reported that NTZ can eradicate (type 1) ECL cell NE tumors (NETs) [33,34,35]. Interestingly, patients with chronic atrophic gastritis have an increased risk of both gastric adenocarcinomas and NETs [36,37,38]. Hypergastrinemia has also been found to be a risk factor for subsequent development of gastric cancer [8]. More recently, several epidemiological studies reported that patients using PPIs area at increased risk of gastric adenocarcinoma [5,6,7,39], whereas H2RA users did not. The studies combined therefore suggest that hypergastrinemia, a common factor in the mentioned animal models and human conditions with increased cancer risk, is pivotal in carcinogenesis of the gastric corpus and fundus [8,9].

Adenocarcinomas of the intestinal type after Lauréns classification [40] decline in Western populations [41] and the incidence is closely related to the prevalence of *Helicobacter pylori (H. pylori)* infection. IM is a proposed precursor lesion of intestinal type adenocarcinomas [42] and there is considerable interest for IM in risk stratification of patients undergoing gastroscopy, as well as in animal models to study mechanisms in the premalignant mucosa. More recently, SPEM has also been suggested to be a precursor lesion of gastric adenocarcinomas of intestinal type [43], which may be viewed as either an alternative or a supplementary hypothesis to the previously proposed Correa cascade [42]. In epidemiologic studies, antral *H. pylori* infection protects against gastric cancer [44] and it therefore seems paradoxical that *H. pylori*-induced IM in the antrum could be a precursor lesion of cancer. However, *H. pylori* infection of the oxyntic mucosa with atrophy, which leads to hypoacidity and pronounced hypergastrinemia, increases the risk of cancer considerably [45]. A corresponding risk consideration concerning isolated antral IM has gained acceptance and endoscopic surveillance is not recommended in the most recent clinical guidelines in Europe [46,47].

Within the described context, it was of particular interest to further examine the role of gastrin in SPEM development. We have previously found that the SPEM marker clusterin is highly expressed in ECL cells of normogastrinemic rats, but in rats with hypergastrinemia due to PPI administration, clusterin expression was considerably increased, through a dominant shift in the expression towards cells of the mucous neck-chief cell lineages. [23]. Moreover, clusterin was found to be highly upregulated in mucus neck and SPEM cells of the H^+^/K^+^ATPase beta subunit KO mice of different ages [23]. However, the finding of accelerated SPEM development in gastrin KO mice given DMP-777 [17] demonstrates that SPEM development in mice cannot depend entirely on gastrin. In the current study, KO/PEG mice had pronounced expression of SPEM in the gastric corpus and numerous genes previously reported to be associated with SPEM were differentially overexpressed compared to WT/PEG mice. The genes overexpressed included SPEM-defining *clu*, *tff2* and *muc6*, as well as *wfdc2* [48] and *cd44* [49] which also have been identified as markers of SPEM and do not occur in the normal gastric corpus. However, when comparing KO/PEG and KO/NTZ groups NTZ neither affected the existence of SPEM nor the expression of previously reported SPEM associated genes, as assessed both histologically and on protein and transcriptional level. 

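As a group, the 38 transcripts of Table 2 that the paper lists as higher in KO/PEG than in WT/PEG had a median log2 fold change of -0.11 in KO/NTZ versus KO/PEG (rotation gene set test fry of limma, two-sided p = 0.104). Of these, 25 were below 0 and 13 above. With only the KO groups in the fit the median was -0.13, with p = 0.0399 from the same set test. The log2 fold changes of single transcripts ran from -2.31 to 0.90. In WT/NTZ versus WT/PEG mice none of these transcripts differed when adjusted over all transcripts tested, and 13 of them had an unadjusted p under 0.05. Adjusted over the 38 alone, 9 differed, all higher in WT/NTZ, and 33 of the 38 were above 0, with a median of 0.43. These 38 were chosen as higher in KO/PEG than in WT/PEG in these same libraries. Chance in those libraries can thus shift the set down in KO/NTZ versus KO/PEG and up in WT/NTZ versus WT/PEG. The directions of the set are therefore no independent sign of an effect of NTZ. Counts summed per gene were also tested with edgeR's quasi-likelihood test and adjusted over all genes. Ly6a (1.59, adjusted p = 0.0132), Gpa33 (2.09, adjusted p = 0.0296) and Casp1 (1.45, adjusted p = 0.0426) were then higher in WT/NTZ on the log2 scale. For these, 4, 2 and 5 of the 9 WT/NTZ libraries were above every WT/PEG library. The highest WT/NTZ library had 242, 70.6 and 10.65 CPM. The WT/NTZ medians were only 17.96, 4.7 and 2.63 CPM, against 14.04, 2.42 and 0.97 CPM in WT/PEG. No transcript passed with only the WT groups in the fit. From its comparison of KO/PEG with KO/NTZ mice by histology, protein staining and transcripts, the paper concludes that NTZ affected neither SPEM nor its associated gene expression.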

We have previously described SPEM in oxyntic mucosa of 3-month-old H^+^/K^+^ATPase beta subunit KO mice [23]. Others have reported mice of age 35 days to be depleted of mature chief cells based on morphological criteria in HE stained sections [50]. The phenomenon was independent of hypergastrinemia since the same was found in mice double KO for gastrin and H^+^/K^+^ATPase beta subunit [50]. Loss of morphologically normal mature chief cells is one of the characteristics of SPEM, which might indicate that SPEM is present very early in oxyntic mucosa of this mouse model. Exactly when this occurs, and whether it is distinguishable from glands of the embryonic and juvenile stomach described by others [51,52], has not been investigated. 

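Gif (ENSMUST00000025585, chromosome 19 of GRCm38 from 11747554 to 11763447), which encodes intrinsic factor, had 6050 ± 928 CPM (SD, n = 11) in WT/PEG, 1384 ± 1273 CPM (SD, n = 13) in KO/PEG and 748 ± 810.4 CPM (SD, n = 11) in KO/NTZ mice. Gif had a log2 fold change of -2.13 (standard error 0.51, adjusted p = 0.000542 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in KO/PEG versus WT/PEG and -0.89 (standard error 0.51, adjusted p = 0.364 from the same test) in KO/NTZ versus KO/PEG. Among KO/PEG libraries it ranged from 28.2 to 4084 CPM. Pgc, which encodes pepsinogen C, has 2 transcripts in the data, both on chromosome 17 of GRCm38. The transcript listed in Table 2 (ENSMUST00000144955) had 2954 ± 1969 CPM (SD, n = 11) in WT/PEG, and no KO/PEG library was above 0.42 CPM, a log2 fold change of -15.30 (standard error 0.98, adjusted p = 5.38e-16 from the same test). Since 10 of the 13 KO/PEG libraries had no count of it, the size of this change is uncertain, and its standard error does not show this. The other Pgc transcript (ENSMUST00000024782) had 161322 ± 32832 CPM (SD, n = 11) in WT/PEG, 10346 ± 9194 CPM (SD, n = 13) in KO/PEG and 8634 ± 5620 CPM (SD, n = 11) in KO/NTZ mice. This transcript had a log2 fold change of -3.96 (standard error 0.40, adjusted p = 1.43e-10 from the same test) with genotype and -0.26 (standard error 0.37, adjusted p = 0.754 from the same test) with NTZ. With only KO animals numbered below 100, the log2 fold change with NTZ had the opposite direction, 1.07 with an adjusted p of 0.0725 from the same test. In KO/PEG the lowest library had 1843 CPM of this transcript. Anpep (ENSMUST00000049004) had 224 ± 51.8 CPM (SD, n = 11) in WT/PEG, 157 ± 48.3 CPM (SD, n = 13) in KO/PEG and 119 ± 16.6 CPM (SD, n = 11) in KO/NTZ mice. Anpep changed on the log2 scale by -0.51 (standard error 0.14, adjusted p = 0.00173 from the same test) with genotype and by -0.40 (standard error 0.14, adjusted p = 0.107 from the same test) with NTZ.

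**Figure D4:**
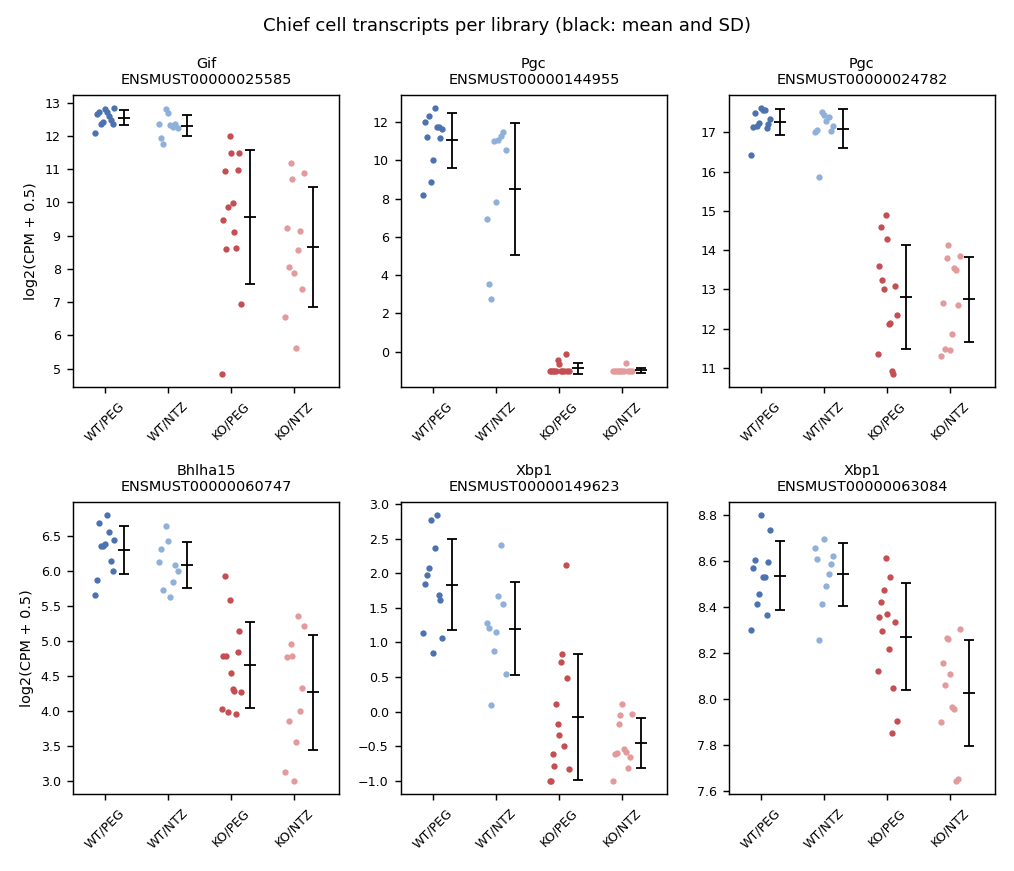
Normalized counts of chief cell transcripts in each library, as log2(CPM + 0.5), by group, with the mean and SD of the points in black. The 2 transcripts of Pgc and of Xbp1 are drawn apart, and the KO/PEG libraries run from 1843 to 30475 CPM for ENSMUST00000024782 of Pgc.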

In the current study, we found that the KO/PEG mice (at age 13 months) expressed only negligible amounts of several chief cell markers compared to WT/PEG mice, and the expression was unaffected by NTZ. Since KO mice depleted of mature chief cells still develop SPEM, mature chief cells may not be the origin of SPEM in the current mouse model. Expressions of Xbp1 and Mist1 (gene *Bhlha15*) were low in KO mice and these are important for chief cells to form zymogen-containing vesicles [53,54]. 

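Bhlha15 (ENSMUST00000060747, chromosome 5 of GRCm38 from 144190286 to 144194441) had 79.8 ± 18.3 CPM (SD, n = 11) in WT/PEG, 27 ± 13.5 CPM (SD, n = 13) in KO/PEG and 21.6 ± 11.4 CPM (SD, n = 11) in KO/NTZ mice. Its log2 fold change was -1.57 (standard error 0.24, adjusted p = 5.25e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in KO/PEG versus WT/PEG, and 12 of 13 KO/PEG libraries were below every WT/PEG library. In KO/NTZ versus KO/PEG it was -0.32 (standard error 0.24, adjusted p = 0.499 from the same test), and its direction was the opposite with only KO animals numbered below 100. The Xbp1 transcript of Table 2 (ENSMUST00000149623) had 3.43 ± 1.81 CPM (SD, n = 11) in WT/PEG and 0.686 ± 1.04 CPM (SD, n = 13) in KO/PEG mice, a log2 fold change of -2.29 (standard error 0.57, adjusted p = 0.000769 from the same test). A longer Xbp1 transcript (ENSMUST00000063084), which held most of the counts of the gene, had 373 ± 39.2 CPM (SD, n = 11) in WT/PEG, 312 ± 48.9 CPM (SD, n = 13) in KO/PEG and 263 ± 40.4 CPM (SD, n = 11) in KO/NTZ mice. Its log2 fold change was -0.26 (standard error 0.08, adjusted p = 0.00851 from the same test) with genotype, and 6 of 13 KO/PEG libraries were below every WT/PEG library. It did not pass when transcripts with low counts were kept. Summed over the 4 transcripts of Xbp1, the log2 fold change with genotype was -0.24 (standard error 0.08, adjusted p = 0.00857 from the same test).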

In the current mouse model, one could speculate that SPEM develops from the large proportion of cells previously described as immature cells in young KO mice [50], possibly represented chief cells devoid of granules. Alternatively, the observations could support the theory that SPEM is derived from isthmus stem cells [55]. 

The term SPEM is viewed by many as synonymous with the older terms “pyloric metaplasia”, “pseudopyloric metaplasia” or “antralization” and the actual alterations may be considered a common response to glandular injury observed in both mice and humans. Furthermore, ulcer-associated cell linage (UACL) has also been viewed as similar reparative linages and is observed in reparative processes along the gastrointestinal tract, including at the edges of gastric ulcers [56] and also in inflammatory bowel disease [57,58]. Also, one of the highly expressed markers of gastric SPEM, clusterin, seems to have subtle protective roles on oxyntic mucosa [59]. These observations combined suggest that SPEM should not be considered merely a preneoplastic lesion. Accordingly, it has been argued that SPEM could be an phenomenon associated with carcinogenesis, as a form of mucosal injury, not a precursor of cancer [60], and that SPEM and IM could be commensals for a neoplastic process rather than true direct precursors [43]. Reported findings from animal models of IM and SPEM have led to conflicting hypotheses of the cellular origin of the lesions, which may be either chief cells [61] or isthmus stem cells [55]. It is notable that the ability of gastric metaplasia to progress to invasive cancer seems to be lacking in the more than 20 mouse models utilized to study this, which also questions the validity of studies aiming to examine premalignant changes [16]. We propose that further studies of dysplasia and SPEM in patients with chronic atrophic gastritis treated long-term with NTZ [33,35] could provide more information about the roles of SPEM and hypergastrinemia in human carcinogenesis. 

In conclusion, the gastrin receptor antagonist NTZ prevented mucosal hypertrophy, intramucosal cysts, invasions of the muscularis mucosae as well as NE cell hyperplasia in the gastric corpus of H^+^/K^+^ATPase beta subunit KO mice. However, SPEM is found in oxyntic mucosa independently of gastrin signaling and the presence of SPEM seems unrelated to the presumed premalignant changes caused by hypergastrinemia in this animal model. The clinical implications of the current findings could be clarified through further studies of patients treated with NTZ.

## 4. Materials and Methods

### 4.1. Animals and Genotyping

H^+^/K^+^ATPase beta subunit KO mice, originally with a BalbC/black6 [22] background and later BalbC [62], were back-crossed 8 times onto BalbC mice (Møllegaard, Skensved, Denmark) before study start. DNA was isolated from tail samples using the high pure PCR template preparation kit, according to the manufacturer’s instruction (11796828001, Roche Diagnostics, Indianapolis, IN, USA). A PCR assay was set up to genotype mice and was used to distinguish between homozygous KO mice (-/-), heterozygous mice (+/-) and homozygous WT mice (+/+). For detection of H^+^/K^+^ATPase WT alleles, specific primers (forward primer: GGACCAACTGACTTCTGGGA and reverse primer: ACCTGCATGGCAGTCTCTCT, product length: 472 bp) were based on H^+^/K^+^ATPase beta subunit (*Atp4b*) sequence (Ensembl: ENSMUSG00000031449) and located approximately 100 bp upstream and downstream of exon 1 (the target for the homologous recombination). 

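In the annotation of GRCm38, Atp4b lies on the minus strand of chromosome 8 from 13386205 to 13396825. The deposited estimated counts hold 1 transcript of the gene, which has 7 exons and a length of 1378 bases. Its counts in KO libraries were low but not 0, with at least 2.33 CPM in KO/PEG and 4.07 CPM in KO/NTZ. The values are per transcript, so they do not say on which exons these reads lie. Of the transcripts of the alpha subunit gene Atp4a, the one with the most counts (ENSMUST00000005692) had 7857 ± 999 CPM (SD, n = 11) in WT/PEG and 3521 ± 1371 CPM (SD, n = 13) in KO/PEG mice, a log2 fold change of -1.16 (standard error 0.17, adjusted p = 2.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).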

A PCR product with size of 472 bp would appear only if the WT allele was present. Inserted construct (PKG-neo) alleles were detected using specific primers selected from the PKG-neo sequence [22] (forward primer: AGACAATCGGCTGCTCTGAT and reverse primer: ATACTTTCTCGGCAGGAGCA, product length: 261 bp) and a PCR product with the size 261 bp would only appear if the KO allele was present. All variants were genotyped by combining these two PCR reactions using the FastStart PCR Master kit according to the manufacturer´s instruction (Roche Diagnostics), and visually inspected after gel electrophoresis separation and ethidium bromide staining.

For the experiments, we used female H^+^/K^+^ATPase KO mice (*n* = 21) and WT controls (*n* = 21) 1 month of age. They were housed in cages with aspen woodchip bedding (B&K Universal Ltd., Hull, UK). The room temperature was 24 ± 1 °C with a relative humidity of 40-50% and a 12h light/dark cycle. RM1 (E) diet (SDS, Essex, UK) and tap water were provided *ad libitum*. The study was approved by the Norwegian National Animal Research Authority.

### 4.2. Study Design

The drug netazepide (NTZ), previously named YF476 (Hammersmith Medicines Research, London, UK), has been shown to be a potent and highly selective competitive antagonist of the gastrin/CCKB receptor (CCKBR) [63]. It was dissolved to a concentration of 12 mg/mL in polyethylene glycol 300 (PEG) and given as subcutaneous injections at a dose of 40 mg/kg (80 µmol/kg) to *n* = 11 KO mice (KO/NTZ) and *n* = 10 WT mice (WT/NTZ) from age 1 month, once every two weeks for 12 months. Animals in the two control groups received an equivalent volume of PEG (KO/PEG, *n* = 10 mice and WT/PEG, *n* = 11 mice). The toxic dose of NTZ have been studied by Ferring and in 13-week studies, the no-observable-adverse-effect level was 100 mg/kg/day in rats and in dogs [64]. 

### 4.3. Intragastric pH and Plasma Gastrin at Termination 

The intragastric pH was measured by using a pediatric pH catheter with the stomach in situ. The lowest pH obtained after searching the entire corpus and antral mucosa was recorded for each animal. The animals were killed by exsanguination from the inferior cava while anesthetized with 5% isoflurane with O_2_ and N_2_ in a ratio of 3:2 as carrier gas with total gas flow of 1 L/min. Plasma was separated and kept at −20 °C until gastrin analysis by radioimmunoassay as previously described [65].

### 4.4. Histopathology, Immunohistochemistry (IHC) and in situ Hybridization (ISH) 

After measuring intragastric pH, the stomach was removed, rinsed in saline, weighed, opened along the greater curvature and inspected macroscopically. Tissue samples for histopathology were taken longitudinally from the rumen to the pylorus on the major curvature and fixed in 4% formaldehyde before processing and paraffin embedding. Sections (4 μm) were cut and stained with hematoxylin and eosin (HE) and examined microscopically. Dysplasia was graded as none, mild, moderate or severe, and inflammation was graded according to the Updated Sydney Classification [66]. To assess trophic changes, mucosal thickness was determined using an ocular grid. Measurements were performed in areas without macroscopic abnormalities and where gastric crypts were visible in their full length. Corpus and antral mucosal thickness were measured at five locations in each animal and the means recorded. The number of cystic dilations and invasions through the muscularis mucosa per mm horizontal mucosa was counted in areas where the gastric glands were cut longitudinally and visible in their whole length.

Tissue sections used for IHC were processed through standard pretreatment, including de-paraffinization, rehydration and quenching of endogenous peroxidase. Antigen retrieval was achieved by 15 min boiling in buffer (pH 6.0 for clusterin and TFF2, pH 9 for CgA). The following primary antibodies and conditions were used: anti-chromogranin A (CgA) (ImmunoStar 20080, dilution 1:2000, incubation for 1h at room temperature), goat anti-clusterin (C-18, sc-6419, Santa Cruz Biotechnology Inc., TX, USA; dilution 1:1300, incubation overnight at 4 °C) and rabbit anti-Trefoil Factor 2 (TFF2) (13681-1-AP, Proteintech Europe, dilution 1:900, incubation overnight at 4 °C). The clusterin immunoreaction was visualized using incubation with biotinylated anti-goat immunoglobulins (BA-5000, Vector Laboratories Inc., CA, USA) (1:200) for 30 min at room temperature, followed by the Vectastain Elite ABC HRP kit (PK-6100 Standard, Vector Laboratories Inc., CA). The TFF2 and CgA immunoreactions were visualized using the rabbit/mouse EnVision-HRP/DAB+ kit (K5007, DAKO, Glostrup, Denmark). All dilutions were done with Tris Buffered Saline (TBS) (50 mM, pH 7.4) with 0.025% Tween and 1% Bovine Serum Albumin (BSA). Omitting the primary antibody or incubation with matching isotype immunoglobulin were negative controls. The volume densities of CgA-immunoreactive cells were calculated in all mice using a point counting method as described previously [67].

ISH for clusterin mRNA was done using the RNAscope 2.0 HD Reagent Kit (Brown) for FFPE tissue (310035, Advanced Cell Diagnostics Inc, CA, USA) and a custom probe (427891, Mm-Clu) for clusterin, according to the manufacturer’s protocol. All IHC and ISH sections were counterstained with hematoxylin. Images were captured using Nikon E400 microscope, DS-Fil U2 camera and NIS-Elements BR imaging software (Nikon, Melville, NY, USA), and further processed using ImageJ. 

### 4.5. Whole-Genome Gene Expression Analysis

Biopsies from the ventral part of the gastric corpus mucosa were frozen in liquid N_2_ and then homogenized in lysis buffer using an Ultra-Turrax rotating knife homogenizer. The RNeasy Mini kit (Qiagen, Germantown, MD, USA) was used for total RNA extraction, according to the manufacturer’s instructions. RNA concentration was measured using Qubit^®^ RNA HS Assay Kit on a Qubit^®^ 3.0 Fluorometer (Thermo Fisher Scientific Inc., Waltham, MA, USA). Integrity was assessed using Agilent RNA 6000 Pico Kit on a 2100 Bioanalyzer instrument (Agilent Technologies, Santa Clara, CA, USA).

RNA sequencing libraries were prepared using TruSeq Stranded mRNA kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. In brief, 2 µg total RNA was used as starting material. First, mRNA was purified from the total RNA using poly-T oligo-attached magnetic beads, follows by random fragmentation using divalent cations at 94 °C for 4 min. First and second strand cDNAs were synthesized using random oligonucleotides and SuperScript II, followed by DNA polymerase I and RNase H. Exonuclease/polymerase was used to produce blunted overhangs. Illumina duel index adapter oligonucleotides were ligated to the cDNA after 3’ end adenylation. DNA fragments were enriched by 15 cycles of PCR reaction. The libraries were purified using the AMPure XP (Beckman Coulter, Inc., Indianapolis, IN, USA), quantitated by qPCR using KAPA Library Quantification Kit (Kapa Biosystems, Inc., Wilmington, MA, USA) and validated using Agilent High Sensitivity DNA Kit on a Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The size range of the DNA fragments were measured to be in the range of app. 200–1000 bp and peaked around 285 bp.

Libraries were normalized and pooled to 2.0 pM and subjected to clustering on two NextSeq 500 high output flow cells. Finally, single read sequencing was performed for 75 cycles on a NextSeq 500 instrument (Illumina, Inc. San Diego, CA, USA), according to the manufacturer’s instructions.

Base calling was done on the NextSeq 500 instrument by RTA 2.4.6. FASTQ files were generated using bcl2fastq2 Conversion Software v2.17 (Illumina, Inc. San Diego, CA, USA). For each sample, kallisto (v0.42.4) was used to quantify GRCm38 transcripts and Sleuth was used for differential expression analysis [68]. Statistical significance was defined with a Wald test and Benjamini-Hochberg false discovery rate adjusted *P*-value < 0.05. The microarray experiments are Minimum Information About a Microarray Experiment (MIAME) compliant and have been deposited in the Gene Expression Omnibus (GEO) repository and assigned the GEO accession number GSE142513. The expressions of genes reported to be associated with SPEM [69,70] and NE cells [26,71,72,73,74] in previous publications were manually identified in the gene expression analysis.

## Figures and Tables

**Figure 1:**
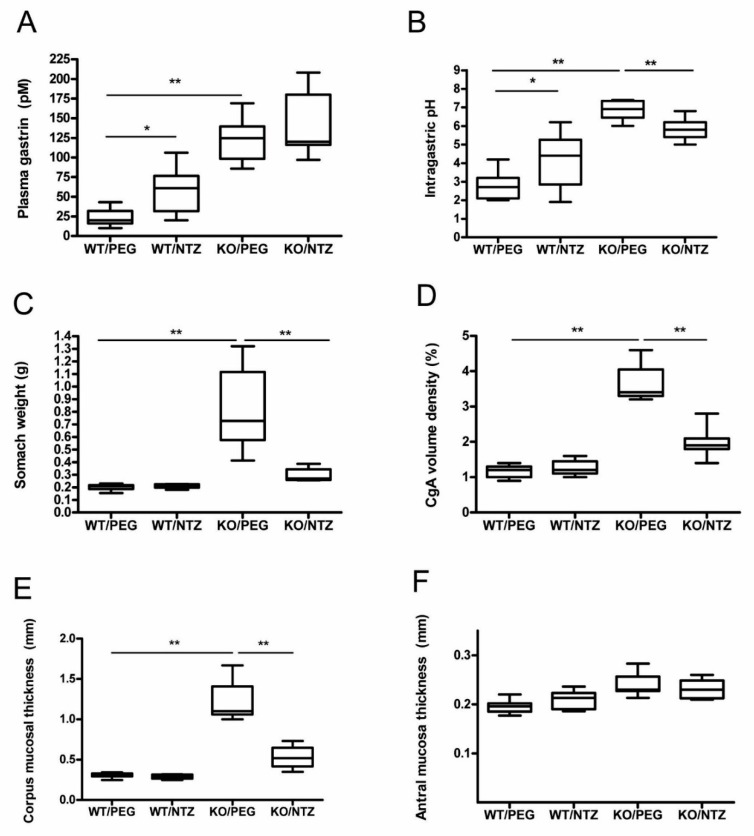
Intragastric pH (**A**), plasma gastrin (**B**), stomach weight at termination (**C**), chromogranin A (CgA) volume density (**D**), corpus (**E**) and antral (**F**) mucosal thickness in H^+^/K^+^ ATPase beta subunit knockout (KO) mice and wild-type (WT) controls given netazepide (NTZ) or polyethylene glycol (PEG) as vehicle.

**Figure 2:**
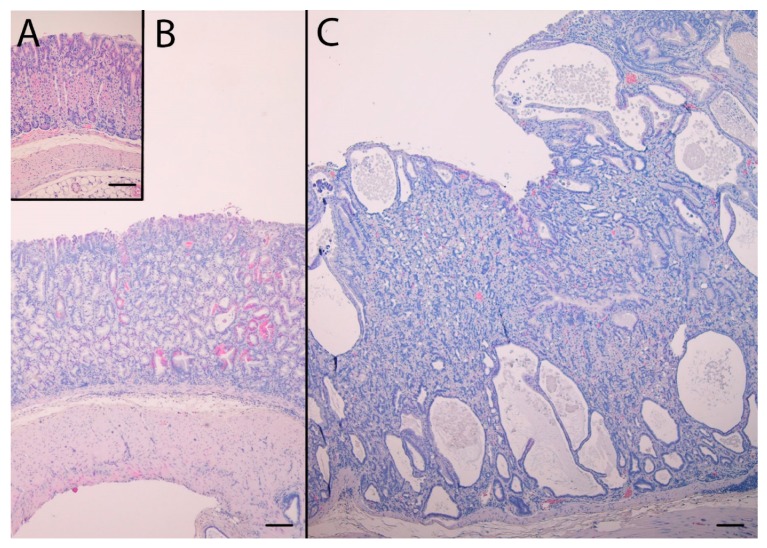
Hematoxylin and eosin stained sections of the oxyntic mucosae from WT/PEG mice (**A**), KO/NTZ mice (**B**) and KO/PEG mice (**C**). There is marked hyperplasia and intramucosal cysts in KO mice that are reduced by NTZ. Scare Bar = 100 µm.

**Figure 3:**
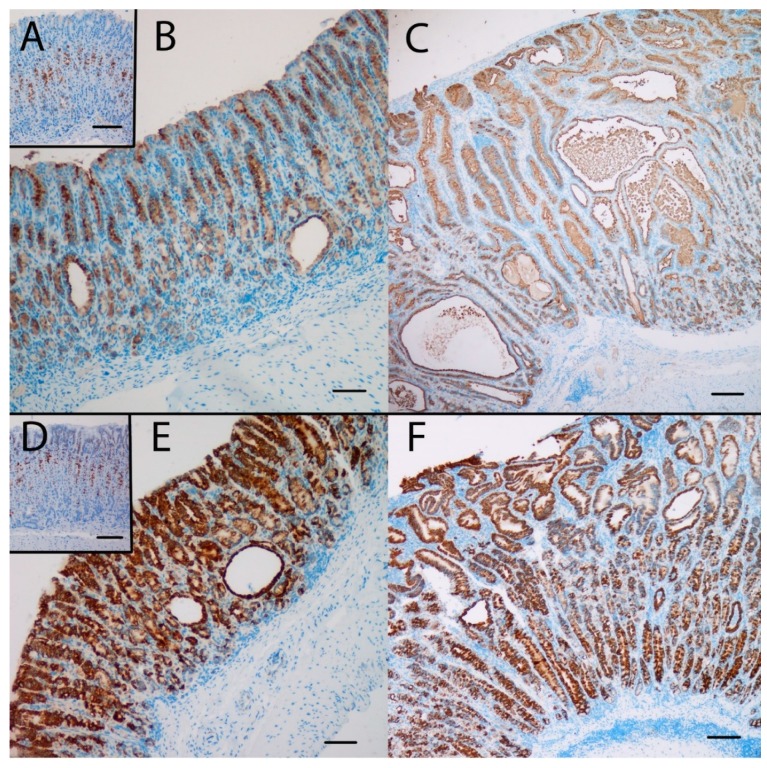
The SPEM marker clusterin was highly expressed at the protein (**A**,**B**,**C**) and the mRNA (**D**,**E**,**F**) level in the oxyntic mucosa of KO/PEG mice (**C** and **F**), compared to WT/PEG mice (**A** and **D**). Clusterin expression in KO mice was not affected by NTZ (**B** and **E**). Scare Bar = 100 µm.

**Figure 4:**
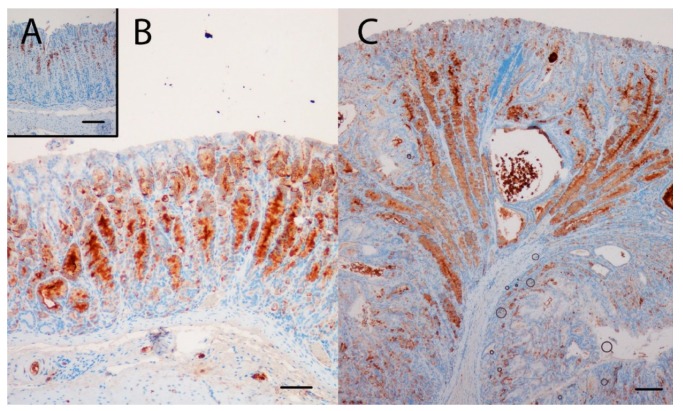
The SPEM marker TFF2 was highly expressed in the oxyntic mucosa of KO/PEG (**C**) and KO/NTZ mice compared to WT/PEG mice (**A**). TFF2 expression in KO mice was not affected by NTZ administration (**B**). Scare Bar = 100µm..

**Figure 5:**
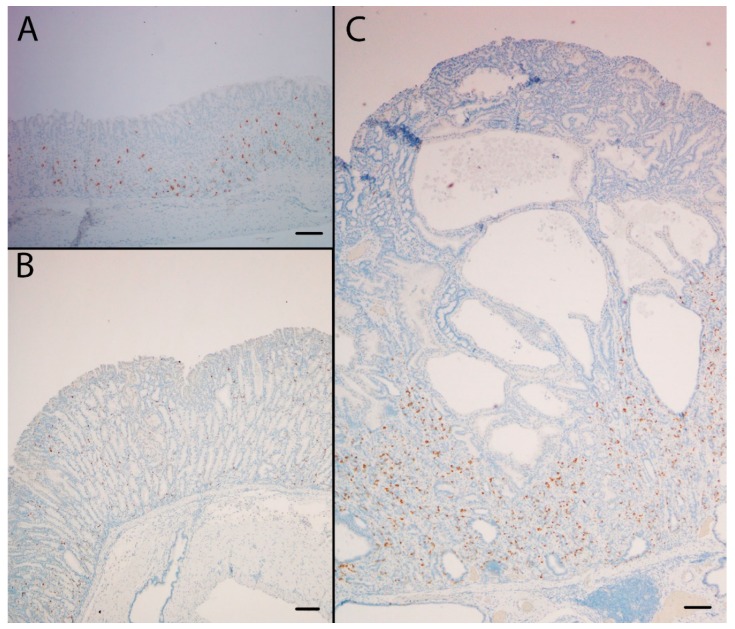
The NE marker CgA was highly expressed in the oxyntic mucosa of KO/PEG mice (**C**) compared to WT/PEG mice (**A**). Hyperplasia of NE cells in KO mice was reduced by NTZ in KO/NTZ mice (**B**). Scare Bar = 100 µm.

**Figure 6:**
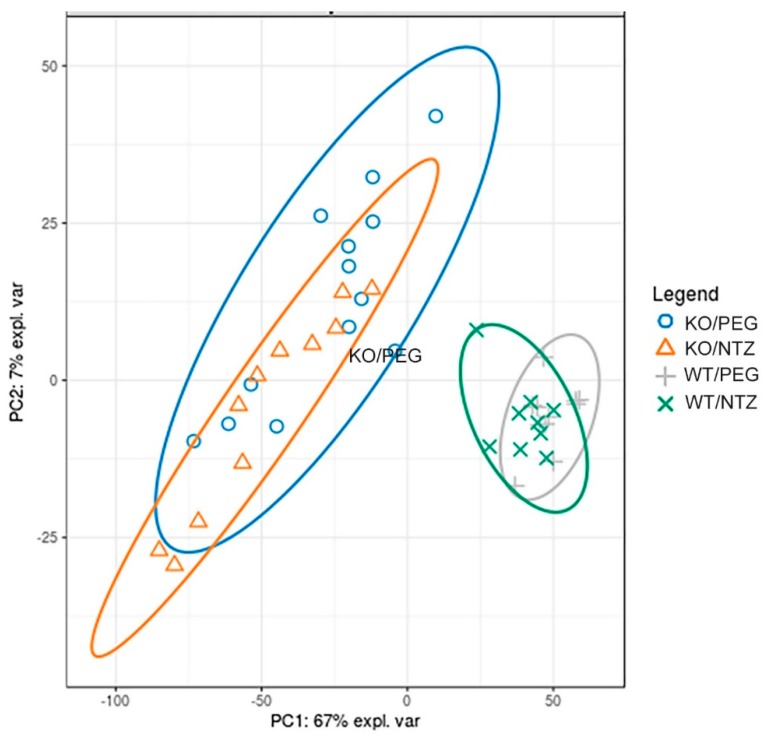
Global gene expression analysis of KO and WT mice given NTZ or PEG illustrated by at principal component analysis plot. Genotype affects global gene expression more than NTZ.

**Table 1:** Quantification of histopathological changes. Histopathological changes of the gastric corpus mucosa in KO mice given PEG (KO/PEG) or NTZ (KO/NTZ) and WT controls given PEG (WT/PEG) or NTZ (WT/NTZ).

	WT/PEG (*n* = 11)	WT/NTZ (*n* = 9)	KO/PEG (*n* = 9)	KO/NTZ (*n* = 11)	*p*-Value *
Intramucosal cysts (no/cm (median (range))	0.0 (0.0–0.0)	0.0 (0.0–0.0)	3.8 (1.6–6.8)	0.23 (0.0–1.3)	0.0001
Invasion of muscularis mucosa:					
No. of animals (n (%))	0	0	6 (66.7%)	6 (54.5%)	
No. of invasions/animal (median (range))	0	0	1 (0–4)	4 (0–12)	0.046
Inflammation score None Mild Moderate Severe	0 0 0 0	0 0 0 0	2 3 4 0	7 4 0 0	0.046

* *p*-value for comparisons between KO/PEG and KO/NTZ by Mann-Whitney-U test for intramucosal cysts and Fischer’s exact test for inflammation score. KO: H^+^/K^+^ATPase beta subunit knockout; PEG: polyethylene glycol; WT: wild-type; NTZ: netazepide; IQR: interquartile range.

**Table 2:** Expression of spasmolytic polypeptide-expressing metaplasia (SPEM)-related genes in the gastric corpus mucosa of KO/PEG versus WT/PEG mice and in KO/NTZ versus KO/PEG mice. Numerous of these genes were overexpressed in KO/PEG mice, but most of these genes were not affected by NTZ. Green: significant change (adjusted p-value (*q*-value) < 0.05); red: non-significant change (*q*-value > 0.05).

		KO/PEG vs. WT/PEG		KO/PEG vs. KO/NTZ	
Target_ID	Gene Symbol	log2 Fold Change	*q*-Value	log 2 Fold Change	*q*-Value
ENSMUST00000109344	*Wfdc2*	5.05	3.0814 × 10^−15^	−0.59	0.7467
ENSMUST00000115119	*Muc4*	5.03	4.0540 × 10^−33^	−0.26	0.4441
ENSMUST00000027675	*Pigr*	4.97	2.2607 × 10^−54^	0.04	0.9695
ENSMUST00000060833	*Gpa33*	4.18	4.7773 × 10^−11^	−0.01	0.9952
ENSMUST00000045706	*Cftr*	3.96	4.6493 × 10^−24^	−0.38	0.6774
ENSMUST00000017867	*Wfdc2*	3.84	8.4954 × 10^−51^	−0.49	0.3777
ENSMUST00000189314	*Muc6*	3.17	1.5584 × 10^−20^	−0.86	0.1857
ENSMUST00000033414	*Slc6a14*	3.10	7.2586 × 10^−9^	0.40	0.7606
ENSMUST00000023520	*Muc13*	3.03	3.6130 × 10^−19^	1.27	0.0156
ENSMUST00000166860	*Gpa33*	2.86	1.5576 × 10^−10^	0.34	0.7540
ENSMUST00000098668	*Ceacam1*	2.82	7.8390 × 10^−16^	−0.20	0.8293
ENSMUST00000165147	*Muc5b*	2.56	8.9582 × 10^−13^	1.35	0.0128
ENSMUST00000171080	*Fignl1*	2.49	0.0004	1.03	0.4641
ENSMUST00000189068	*Ly6a*	2.39	0.0001	−0.17	0.9288
ENSMUST00000022616	*Clu*	2.27	2.4223 × 10^−25^	−0.08	0.8968
ENSMUST00000061829	*Cd14*	2.20	2.2346 × 10^−50^	0.33	0.2595
ENSMUST00000024826	*Tff2*	2.05	5.3435 × 10^−5^	−0.63	0.2658
ENSMUST00000139156	*Akr1b10*	1.94	0.0068	0.16	0.9409
ENSMUST00000027366	*Vil1*	1.88	1.5339 × 10^−30^	0.17	0.6503
ENSMUST00000193391	*Il18r1*	1.79	0.0001	−0.16	0.9019
ENSMUST00000066723	*Lgals4*	1.67	1.6543 × 10^−23^	0.38	0.2317
ENSMUST00000005218	*Cd44*	1.67	0.0313	1.23	0.3969
ENSMUST00000011178	*Slc5a1*	1.59	2.2000 × 10^−14^	−0.24	0.5989
ENSMUST00000056117	*Itga2*	1.44	0.0005	0.82	0.2941
ENSMUST00000098666	*Ceacam1*	1.41	0.0017	0.68	0.4358
ENSMUST00000076648	*Fcgbp*	1.30	0.0050	0.67	0.4623
ENSMUST00000027015	*Casp1*	1.29	3.1977 × 10^−5^	0.43	0.4968
ENSMUST00000062451	*Muc6*	1.23	0.0004	−0.67	0.3267
ENSMUST00000017743	*Krt20*	1.18	2.5460 × 10^−7^	0.28	0.5581
ENSMUST00000161870	*Glipr1*	1.17	0.0058	0.01	0.9985
ENSMUST00000025647	*Pga5*	1.08	0.0007	0.12	0.8895
ENSMUST00000148005	*Mmp12*	0.87	0.0238	0.38	0.6441
ENSMUST00000032800	*Tyrobp*	0.87	1.0831 × 10^−7^	0.21	0.5450
ENSMUST00000200880	*Cxcl17*	0.73	1.0409 × 10^−13^	0.01	0.9697
ENSMUST00000111194	*Cd44*	0.59	0.0029	−0.03	0.9541
ENSMUST00000038069	*Ceacam10*	0.53	0.0009	0.28	0.3423
ENSMUST00000017530	*Traf4*	0.40	5.1315 × 10^−6^	−0.03	0.8775
ENSMUST00000034304	*Hsd17b2*	0.33	0.04474	−0.48	0.3913
ENSMUST00000049004	*Anpep*	−0.42	0.0000	0.01	1.7276
ENSMUST00000060747	*Bhlha15*	−1.19	2.0159 × 10^−11^	0.26	0.4639
ENSMUST00000025585	*Gif*	−2.11	1.3159 × 10^−6^	−0.48	0.6294
ENSMUST00000149623	*Xbp1*	−2.24	2.2991 × 10^−7^	0.36	0.7162
ENSMUST00000144955	*Pgc*	−10.43	6.6393 × 10^−80^	−0.86	0.2757

**Table 3:** Expression of NE markers in gastric corpus mucosa of WT/PEG versus KO/PEG mice and KO/ NTZ versus KO/PEG mice. General NE and ECL cell markers were overexpressed in KO mice and downregulated by NTZ. Green: significant change (adjusted p-value (*q*-value) < 0.05); red: non-significant change (*q*-value > 0.05).

Target_ID	Gene Symbol	KO/PEG vs. WT/PEG		KO/NTZ vs. KO/PEG	
		Log2 Fold Change	*q*-Value	Log 2 Fold Change	*q*-Value
ENSMUST00000021610	*Chga*	1.02	8.3251 × 10^−21^	−0.81	4.4936 × 10^−11^
ENSMUST00000028838	*Hdc*	0.91	4.3816	−1.35	2.1732 × 10^−16^
ENSMUST00000026084	*Slc18a2*	0.35	0.0376	−0.58	0.0179
ENSMUST00000033189	*Cckbr*	1.02	1.8375 × 10^−10^	−0.70	0.0016
ENSMUST00000004480	*Sst*	−0.99	1.8398 × 10^−6^	0.78	0.0119
ENSMUST00000112476	*Eno2*	1.62	0.0109	−1.92	0.1330
ENSMUST00000031131	*Uchl1*	−1.02	0.0469	0.05	0.9709
ENSMUST00000107669	*Tph1*	2.16	6.5746 × 10^−8^	0.16	0.8868

**Table 4:** Global gene expression analysis in KO/PEG versus KO/NTZ and KO/PEG versus WT/PEG mice illustrating the effect of NTZ in KO mice. Differentially expressed genes in the gastric corpus mucosa of KO/NTZ mice in comparison with KO/PEG mice sorted by ascending adjusted *p*-value (*q*-value). Green: significant change (adjusted *p*-value (*q*-value) < 0.05); red: non-significant change (*q*-value > 0.05).

Target_ID	Gene Symbol	KO/PEG vs. KO/NTZ		WT/PEG vs. KO/PEG	
		Log2 Fold Change	*q*-Value	Log2 Fold Change	*q*-Value
ENSMUST00000049209	*Gc*	−1.90	1.5098 × 10^−21^	0.42	0.0391
ENSMUST00000028838	*Hdc*	−1.35	2.1707 × 10^−16^	0.91	4.3816 × 10^−9^
ENSMUST00000028826	*Chgb*	−1.05	2.8712 × 10^−14^	0.68	1.6566 × 10^−7^
ENSMUST00000021610	*Chga*	−0.81	4.4903 × 10^−11^	1.02	8.3251 × 10^−21^
ENSMUST00000159861	*Pappa2*	−1.41	2.5024 × 10^−8^	0.35	0.1301
ENSMUST00000017488	*Vtn*	−0.96	1.0605 × 10^−21^	2.15	0.0000
ENSMUST00000125379	*Ndufa12*	−3.83	1.2607 × 10^−7^	−1.79	0.0052
ENSMUST00000128285	*Tfrc*	−0.63	3.5205 × 10^−7^	0.87	1.6624 × 10^−17^
ENSMUST00000023583	*Ahsg*	−1.84	5.4799 × 10^−7^	0.72	0.0273
ENSMUST00000050397	*Sprr2f*	−2.15	6.5281 × 10^−7^	1.27	0.0006
ENSMUST00000019063	*Tm4sf5*	1.00	1.5501 × 10^−6^	−0.32	0.0939
ENSMUST00000114474	*Plet1*	0.61	1.5973 × 10^−6^	0.85	3.9671 × 10^−16^
ENSMUST00000041096	*Pcsk1n*	−1.16	2.2102 × 10^−6^	−0.19	0.3898
ENSMUST00000022075	*Pcsk1*	1.14	2.5357 × 10^−6^	0.06	0.7982
ENSMUST00000039559	*Thbs1*	1.12	2.7234 × 10^−6^	0.52	0.0115
ENSMUST00000021813	*Barx1*	−0.56	8.4929 × 10^−6^	−0.04	0.7504
ENSMUST00000063278	*Agt*	0.68	1.0863 × 10^−5^	1.62	1.0802 × 10^−40^
ENSMUST00000041416	*Vnn1*	1.12	1.8311 × 10^−5^	3.09	3.2814 × 10^−52^
ENSMUST00000108858	*Sparc*	0.47	2.5356 × 10^−5^	0.11	0.2421
ENSMUST00000025356	*Mal2*	0.52	3.0993 × 10^−5^	0.04	0.7033

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/3/927/s1.

## Abbreviations

CgA	Chromogranin A
EC	Enterochromaffin
ECL	Enterochromaffin-like
GEO	Gene Expression Omnibus
GRP	Gastrin-releasing peptide
GRP-R	Gastrin-releasing peptide receptor
HDC	Histidine decarboxylase
IHC	Immunohistochemistry
IM	Intestinal metaplasia
ISH	In-situ hybridization
KO	Knockout
MIAME	Minimum Information About a Microarray Experiment
NE	Neuroendocrine
NET	Neuroendocrine tumour
NTZ	Netazepide
PEG	Polyethylene glycol
PPI	Proton pump inhibitor
SPEM	Spasmolytic polypeptide-expression metaplasia
WT	Wild-type

# Supplementary material for: Gastric Corpus Mucosal Hyperplasia and Neuroendocrine Cell Hyperplasia, but not Spasmolytic Polypeptide-Expressing Metaplasia, Is Prevented by a Gastrin Receptor Antagonist in H+/K+ATPase Beta Subunit Knockout Mice
**Source:** Int J Mol Sci. 2020 Jan 31;21(3):927. doi: 10.3390/ijms21030927
**Supplement:** Supplementary file 1

**Supplementary Table S1.** Global gene expression analysis in WT/PEG vs WT/NTZ mice. Only three genes were differentially expressed with adjusted p-value (q-value) < 0.05 in the gastric corpus mucosa. A negative Log2 fold change signifies a significantly lower expression in the WT/NTZ vs WT/PEG group. Green: significant change (qval > 0.05).

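Apol9b (ENSMUST00000109775) had 0.33 ± 0.293 CPM (SD, n = 11) in WT/PEG and 7.01 ± 13.2 CPM (SD, n = 9) in WT/NTZ mice. The log2 fold change in WT/NTZ versus WT/PEG was 4.34 (standard error 0.69, adjusted p = 0.00467 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of the 9 WT/NTZ libraries were above every WT/PEG library, where the highest had 0.959 CPM. Single WT/NTZ libraries ran from 0.335 to 39.5 CPM, so the spread within the group was larger than its mean. Tpm1 (ENSMUST00000129733), one of 21 transcripts of its gene, had 16.8 ± 19.3 CPM (SD, n = 11) in WT/PEG and 79.8 ± 48.6 CPM (SD, n = 9) in WT/NTZ mice. Its log2 fold change was 2.25 (standard error 0.61, adjusted p = 0.135 from the same test), and the adjusted p was 0.0366 with limma-trend and 0.045 with DESeq2. Summed over its transcripts, Tpm1 had a log2 fold change of 0.09 (standard error 0.13, adjusted p = 0.949 from the same test). Trex2 (ENSMUST00000033738) had 1.08 ± 0.788 CPM (SD, n = 11) in WT/PEG and 5.64 ± 4.71 CPM (SD, n = 9) in WT/NTZ mice, a log2 fold change of 2.39 (standard error 0.42, adjusted p = 0.00617 from the same test), and 5 of the 9 WT/NTZ libraries were above every WT/PEG library. It did not pass with only the groups compared in the fit.

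**Figure D5:**
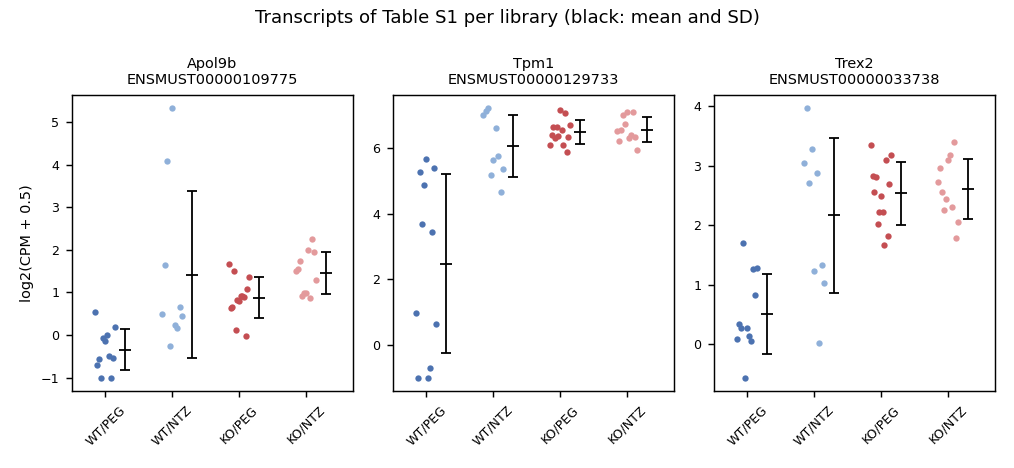
Normalized counts of the 3 transcripts of Table S1 in each library, as log2(CPM + 0.5), by group, with the mean and SD of the points in black. Values in the 9 WT/NTZ libraries lie between 0.514 and 15 CPM for Trex2, and those in the 11 WT/PEG libraries between 0.178 and 2.75 CPM.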

| <i>Target Id</i>   | <i>Gene symbol</i> | <b>Log2 fold change</b> | <b>p-value</b> |
|--------------------|--------------------|-------------------------|----------------|
| ENSMUST00000109775 | Apol9b             | −2.09                   | 0.0143         |
| ENSMUST00000129733 | Tpm1               | −3.10                   | 0.0143         |
| ENSMUST00000033738 | Trex2              | −1.43                   | 0.0143         |

How the deposited data were processed for this re-analysis (not part of the article)

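Messenger RNA from the gastric corpus mucosa of 44 libraries in 4 groups was sequenced: 11 WT/PEG, 9 WT/NTZ, 13 KO/PEG and 11 KO/NTZ. The groups were taken from the labels of the libraries. The authors aligned the reads to the GRCm38 transcriptome with kallisto and deposited the estimated count of each of 94080 transcripts in each library, without normalization. The paper tested these data with Sleuth, which needs bootstrap estimates that the deposited data do not hold, so its test was not repeated.

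The estimated counts were rounded to whole numbers. Transcripts with low counts were left out with filterByExpr (minimum count 10, minimum total count 15), and 30782 were tested. Libraries were normalized by the TMM method and fitted with edgeR 4.0.16 in R 4.3.3, with a mean for each group and no covariate. All 44 libraries were in one fit, so that the groups share one estimate of the spread. Contrasts were tested with the quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method over all transcripts tested, with a threshold of 0.05. The standard errors were worked back from this test, as the size of the log2 fold change divided by the square root of its F statistic. The comparisons were KO/PEG with WT/PEG, KO/NTZ with KO/PEG, WT/NTZ with WT/PEG, KO/NTZ with WT/NTZ, and the difference between the NTZ effects in KO and WT mice. Counts among the transcripts of Tables 2, 3 and 4 were adjusted over all transcripts and over the list. The shift of the transcripts of Table 2 as a group was tested with fry in limma 3.58.1. Normalized counts are edgeR's CPM after TMM normalization, and the SD is over libraries. Shares of variance and principal components were computed from log2 CPM with a prior count of 2, without scaling. Shares of variance were tested by permuting the labels 100000 times, or over every split of the libraries where a group had fewer than 10, in each case one-sided. Transcripts were paired with genes from the GRCm38 annotation for 92372 of them. The 1708 that could not be paired held between 0.329% and 1.3% of the estimated counts of a library. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

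The total estimated count was between 6065084 and 21945124 per library. The smallest signal a library can show was taken as 3 counts. Such floors and the 95% Wilson intervals given for shares of single libraries cover counting error only, since reads without molecular identifiers are not independent molecules. Kallisto divides reads among transcripts that share sequence, so values of single transcripts of one gene are less certain than their sum.

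The rule for the transcripts named was set before the data were examined: those in Tables 2, 3 and 4 and Table S1, the transcripts of Atp4b and of related genes the paper names, and for each comparison the 10 with the smallest p among those that passed. Of these the text names those behind a conclusion. The alternatives were another normalization, filters on low counts, only the groups compared in the fit, the sum of the pair of WT/PEG libraries with one animal number, the libraries numbered 110 left out, counts summed per gene, only KO animals numbered below 100, the natural log of fold changes, the camera set test, limma-trend, and DESeq2 1.42.0. For the principal components and shares of variance they were also the 500 most variable transcripts, the natural log of scaled counts and a prior count of 0.25. A fit with the transcript length slope of each library as a covariate, and fits without each WT/NTZ library in turn, were chosen after the data were examined. The value called slope is not a regression slope. It is Spearman's rho, over transcripts, of log2 length with the deviation of the library's log2 CPM from the mean over all libraries.

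The labels give one animal number to a pair of WT/PEG libraries and the number 110 to a KO/PEG and a KO/NTZ library. The chi-square of the WT/PEG pair was 19.44 per degree of freedom, rank 9 of the 55 WT/PEG pairs, so the pair is not one library deposited more than once. This does not show that the pair comes from different mice, since libraries prepared apart from one mouse can differ as much. Each library was counted as one sample by its label, and the sum of the pair is among the alternatives. The paper reports 9 KO/PEG mice and the labels give 13 KO/PEG libraries. All 13 were used. None was left out.

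The tests were tried on simulated data, in which 200 of 28962 transcripts were changed by known amounts. At the threshold, edgeR made 134 calls, of which 10 (7.46%) were false, and recovered 69.6% of the transcripts changed by 4-fold. DESeq2 made 174 calls with 39 (22.4%) false, and limma-trend 122 with 3 (2.46%) false. Among 100 lists of unchanged transcripts, fry gave p under 0.05 for 6. Apart from the planted changes, all groups were drawn with the same mean and dispersion per transcript, each transcript independently. In the real libraries the median dispersion was 0.354 in KO and 0.184 in WT. The false rates therefore do not cover unequal spread between the genotypes or transcripts that vary together.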

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

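Of the tests below, the splits of the libraries were planned before their results were seen, while the tests of marker genes and of counts summed per gene were chosen only after the results were seen.

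In one WT/NTZ library, the 20 transcripts with the most counts held 27.08% of its estimated counts (95% Wilson interval 27.06 to 27.10), and the next lowest WT/NTZ library had 39.76% (95% Wilson interval 39.74 to 39.78). The gap was 0.725 of the range of the group, above Dixon's 95% critical value. Of 8 values tested in WT/NTZ this was the only one past the limit, and chance passes it for about 1 in 20. Without this library, the number of transcripts higher in WT/NTZ than in WT/PEG was 13, against 59 with it. It had the highest interferon response score of the WT libraries (9.27 on the log2 scale). No biological explanation was tested for a single library.

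The effect of NTZ differed between KO and WT mice for 99 transcripts in edgeR's test of the difference with Benjamini-Hochberg adjustment (8 higher and 91 lower in KO). As many were found in 1 of 50 splits of the libraries, the real one included, and the highest of the other splits gave 3. One candidate explanation is that counts moved between transcripts of one gene: of these transcripts, 50 of 99 belong to a gene whose summed count differed by less than 1 on the log2 scale. This is barely more than the rest, so the explanation covers at most part of them, and 54 of the 99 belong to a gene that differed in the same direction in the same test on counts summed per gene. In that test the effect of NTZ was higher in KO for 36 genes and lower for 108. The WT mice enter the difference, so what sets some WT/NTZ libraries apart (next paragraphs) enters it as well. With limma-trend 6 transcripts passed and with DESeq2 293.

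Transcripts outside those the paper discusses were among the 10 with the smallest p in KO/NTZ versus KO/PEG. Fst (follistatin, ENSMUST00000022287) had a log2 fold change of -2.62 (standard error 0.32, adjusted p = 2.18e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 11 of 11 KO/NTZ libraries below the KO/PEG median, and the NTZ effect differed from that in WT mice (adjusted p = 0.0151 from the test of the difference). Rspo4 (R-spondin 4, ENSMUST00000042217) had -2.36 (standard error 0.33, adjusted p = 4.04e-05 from the same test), with 11 of 11 libraries below the median. The difference from WT mice did not pass for Rspo4 (adjusted p = 0.0552 from the same test), but passed with counts summed per gene (adjusted p = 0.0197). Each has 1 transcript in the data. Mdh1 (malate dehydrogenase 1, ENSMUST00000125302) had -8.23 (standard error 1.12, adjusted p = 1.81e-05 from the same test). No KO/NTZ library had more than 3 counts of it, so it was at least 32.5-fold lower, and the sum of the 4 Mdh1 transcripts had -0.07 (standard error 0.09, adjusted p = 0.615 from the same test). Such a pattern is consistent with counts moving between transcripts of one gene. Among the 258 transcripts changed by 4 or more, 240 of 256 belong to a gene that changed by less than 1. For Fst and Rspo4 no such explanation applies. The effect of the animal number on this comparison was tested under other observations.

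Among the transcripts higher in WT/NTZ than in WT/PEG, Acta1 (ENSMUST00000034453) had a log2 fold change of 6.17 (adjusted p = 0.00514) and Tent5b (ENSMUST00000051676) had a log2 fold change of 1.24 (adjusted p = 0.00617), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The others with the smallest p were Zbp1 (3.20, adjusted p = 0.00617), Ly6e (2.00, adjusted p = 0.00617), Slfn4 (6.85, adjusted p = 0.00617), Isg15 (3.06, adjusted p = 0.00617), Cysrt1 (2.08, adjusted p = 0.00617) and Aif1l (2.09, adjusted p = 0.0121) on the log2 scale from the same test. Acta1 is a skeletal muscle actin. Of the 9 WT/NTZ libraries, 3 were above every WT/PEG library for Acta1, 8 for Tent5b, 2 for Zbp1, 4 for Ly6e, 3 for Slfn4, 4 for Isg15, 6 for Cysrt1 and 6 for Aif1l. The highest library had 79.95 CPM of Acta1 against a group mean of 15.4.

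One explanation for these transcripts is other tissue in some biopsies, such as squamous epithelium or skeletal muscle, or an interferon response in some mice. With the score of a list of marker genes as a covariate, 1 of 60 calls was left for squamous epithelium, 1 for skeletal muscle and 9 for the interferon response. The scores were 7.13 in WT/NTZ and 3.12 in WT/PEG for squamous epithelium (exact permutation test, two-sided, p = 0.0386), 5.03 and 4.23 for skeletal muscle (exact p = 0.0202), and 6.57 and 5.61 for the interferon response (exact p = 0.0268). Each adjusted p over the 3 lists was 0.0386 by the Benjamini-Hochberg method. Since the scores themselves differ with treatment, a covariate takes out a treatment effect along with a tissue effect, and the test cannot tell them apart. In the 50 splits of the libraries, 1 gave as many transcripts, the real one included (highest of the others 12). The squamous epithelium score was above every WT/PEG library in 5 of the 9 WT/NTZ libraries, so that part of the pattern is not confined to single mice. For the pattern as a whole, an effect of NTZ and other tissue in several biopsies cannot be told apart. The scores were not tested in KO mice. There the squamous score ran from 4.57 to 9.14 in KO/NTZ and 1.48 to 8.8 in KO/PEG. The skeletal muscle score ran from 4.64 to 6.22 and 4.34 to 5.55. The interferon score went the other way, 5.6 to 6.86 and 5.76 to 7.24. Other tissue is thus not excluded for KO/NTZ versus KO/PEG either.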

How the results depend on the processing

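The alternatives were set before the data were examined, except the covariate of transcript length slope and the fits without single WT/NTZ libraries, which were chosen after the data were examined. Where a value moved, the cause was not tested unless stated. Over 16 counts and summaries, 123 values computed under the alternatives stayed on the same side (for counts, within 1.5 times), 24 moved and 2 passed a threshold that they had not passed. Over 60 single transcripts, 618 of 656 kept their direction and their side of the threshold, 14 no longer passed, 13 newly passed and 11 had the opposite direction. A filter that keeps at least 5 counts in 47% of the libraries, and upper-quartile normalization, moved no count by more than 1.5 times.

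The number of transcripts that differed between KO/NTZ and KO/PEG, 789 (205 higher and 584 lower), was 469 (106 and 363) without the filter on low counts, 77 (37 and 40) with only the groups compared in the fit, 1582 (248 and 1334) with only KO animals numbered below 100, 384 (of which 213 lower) with limma-trend and 1478 (387 and 1091) with DESeq2. With the length covariate it was 578. Per gene, 851 genes differed (450 and 401).

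The number for WT/NTZ and WT/PEG, 60, was 0 with only the groups compared in the fit, where 2229 of 25434 transcripts had an unadjusted p under 0.05 and the smallest adjusted p was 0.19. It was 35 with the WT/PEG pair of one animal number summed, 153 with counts summed per gene, 17 (7 and 10) with limma-trend and 156 (141 and 15) with DESeq2. The number higher in WT/NTZ, 59, was from 13 to 108 across the 9 fits that each left out one WT/NTZ library. Between KO/NTZ and WT/NTZ, 10796 genes differed with counts summed per gene, against 17486 transcripts. The number with a different NTZ effect, 99, was 6 with limma-trend and 293 with DESeq2. The number of SPEM-related transcripts that differed with NTZ was 9 with only KO animals numbered below 100 and 5 with DESeq2.

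With only the groups compared in the fit, the set of SPEM-related transcripts shifted by -0.13 (fry, p = 0.0399). For genes, NTZ held 10.9% of the variance among KO libraries (permutation test, p = 0.0248), and with only KO animals numbered below 100 13.9% (exact permutation test, p = 0.0503). The share of the first principal component was 67.3% with the 500 most variable transcripts, 40% on the natural log of scaled counts, 36.6% without the filter, 37.7% with a prior count of 0.25, 55.1% with counts summed per gene and 42.9% without the libraries numbered 110.

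These directions of single transcripts changed. With NTZ, the log2 fold change of Muc6 (ENSMUST00000062451) was 0.00 without the libraries numbered 110, 0.50 for the gene, 0.35 with only KO animals numbered below 100, 0.47 with limma-trend and 0.04 with the length covariate. That of Cd44 (ENSMUST00000111194) was 0.05 with limma-trend and 0.13 with the length covariate. With only KO animals numbered below 100, that of Pgc (ENSMUST00000024782) was 1.07 and that of Bhlha15 0.04. For whole genes, Eno2 in KO/PEG versus WT/PEG was -0.33 and Ndufa12 with NTZ 0.10. With the length covariate, Slc18a2 in KO/PEG versus WT/PEG was 0.50 (adjusted p = 0.492), though the slope itself differs between the genotypes.

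No paired analysis was possible because the groups compared share at most 1 animal number. Kallisto's division of reads limits values of single transcripts.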

Differences from the paper's values

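The paper's log2 fold changes of Tables 2, 3, 4 and S1 were compared with those of the same transcripts. Of these, 59 differ, 36 with the same sign and 23 with the opposite sign (Glipr1, at 0.00 here, is counted among them). Tables 2 and 4 both head their NTZ column KO/PEG vs. KO/NTZ. The NTZ effect was read as KO/PEG minus KO/NTZ in Table 2 and as KO/NTZ minus KO/PEG in Tables 3 and 4. These directions were taken from what the paper's text says of Muc13, Muc5b, Chga and Hdc, and the signs follow from them. A log2 fold change is called within the paper's value when it has the same sign and differs by no more than the SD over libraries, and a count or share when the 2 values are less than 1.5 times apart. For Pgc (ENSMUST00000144955), the log2 fold change in KO/PEG versus WT/PEG is uncertain in size, since 10 of the 13 KO/PEG libraries had no count of it. Its NTZ value is not compared because no KO/NTZ library had more than 3 counts.

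With the natural log, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. The values for KO/PEG minus WT/PEG were Pigr 7.09 against the paper's 4.97 (Table 2), Cftr 5.88 against the paper's 3.96 (Table 2), Wfdc2 ENSMUST00000017867 5.54 against the paper's 3.84 (Table 2) and Muc13 4.76 against the paper's 3.03 (Table 2). Log2 fold changes KO/PEG minus WT/PEG were Ceacam1 4.29 against the paper's 2.82 (Table 2), Muc5b 3.93 against the paper's 2.56 (Table 2), Clu 3.44 against the paper's 2.27 (Table 2) and Cd14 3.27 against the paper's 2.20 (Table 2). On the log2 scale, values of KO/PEG minus WT/PEG were Vil1 2.78 against the paper's 1.88 (Table 2), Lgals4 2.52 against the paper's 1.67 (Table 2), Slc5a1 2.43 against the paper's 1.59 (Table 2) and Tyrobp 1.37 against the paper's 0.87 (Table 2). For KO/PEG minus WT/PEG, log2 fold changes were Cxcl17 1.15 against the paper's 0.73 (Table 2), Pgc ENSMUST00000144955 -15.30 against the paper's -10.43 (Table 2), Chga 1.58 against the paper's 1.02 (Table 3) and Chga 1.58 against the paper's 1.02 (Table 4). In the comparison KO/PEG minus WT/PEG, log2 fold changes were Plet1 1.36 against the paper's 0.85 (Table 4), Agt 2.42 against the paper's 1.62 (Table 4) and Vnn1 4.69 against the paper's 3.09 (Table 4). For KO/NTZ minus KO/PEG, the value was Gc -2.78 against the paper's -1.90 (Table 4).

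Under none of the alternatives set before the data were examined did the following fall within the paper's value. In log2 fold change KO/PEG minus KO/NTZ, it was Gif 0.89 against the paper's -0.48 (Table 2). In log2 fold change KO/PEG minus WT/PEG, the values were Slc18a2 -0.33 against the paper's 0.35 (Table 3) and Vtn 0.75 against the paper's 2.15 (Table 4). The values for KO/NTZ minus KO/PEG were Eno2 1.07 against the paper's -1.92 (Table 3), Tm4sf5 -1.49 against the paper's 1.00 (Table 4), Plet1 -0.91 against the paper's 0.61 (Table 4) and Pcsk1n 1.64 against the paper's -1.16 (Table 4). Log2 fold changes KO/NTZ minus KO/PEG were Pcsk1 -1.70 against the paper's 1.14 (Table 4), Thbs1 -1.73 against the paper's 1.12 (Table 4), Barx1 0.83 against the paper's -0.56 (Table 4) and Agt -0.98 against the paper's 0.68 (Table 4). On the log2 scale, values of KO/NTZ minus KO/PEG were Vnn1 -1.79 against the paper's 1.12 (Table 4), Sparc -0.69 against the paper's 0.47 (Table 4) and Mal2 -0.76 against the paper's 0.52 (Table 4). For WT/NTZ minus WT/PEG, log2 fold changes were Apol9b 4.34 against the paper's -2.09 (Table S1), Tpm1 2.25 against the paper's -3.10 (Table S1) and Trex2 2.39 against the paper's -1.43 (Table S1). The 10 NTZ values of Table 4 among these have the opposite sign. Leaving the sign aside, all 10 are within the paper's value in size on the natural log scale. Read in the order of the heading of Table 4, these 10 would have the paper's sign. The other NTZ values of Table 4, those of Chga and Hdc among them, would then have the opposite sign. No single order fits the whole column.

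With DESeq2 and the natural log, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. In the comparison KO/PEG minus WT/PEG, log2 fold changes were Gpa33 3.79 against the paper's 2.86 (Table 2) and Tfrc 1.31 against the paper's 0.87 (Table 4).

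With counts summed per gene and the natural log, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. Among log2 fold changes KO/PEG minus WT/PEG, these were Wfdc2 ENSMUST00000109344 7.50 against the paper's 5.05 (Table 2) and Muc4 7.15 against the paper's 5.03 (Table 2).

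With limma-trend, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. As log2 fold changes KO/PEG minus KO/NTZ, these were Gpa33 0.12 against the paper's -0.01 (Table 2) and Cd44 ENSMUST00000111194 0.06 against the paper's -0.03 (Table 2).

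With limma-trend, DESeq2 and the natural log, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. In log2 fold change KO/PEG minus WT/PEG, the values were Casp1 2.05 against the paper's 1.29 (Table 2) and Cckbr 1.56 against the paper's 1.02 (Table 3).

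With limma-trend and the natural log, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. In log2 fold change KO/PEG minus WT/PEG, it was Tff2 3.68 against the paper's 2.05 (Table 2). With the order KO/NTZ minus KO/PEG, it was Sprr2f -3.67 against the paper's -2.15 (Table 4).

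With only KO animals numbered below 100 and the natural log, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. On the log2 scale, values of KO/NTZ minus KO/PEG were Hdc -1.99 against the paper's -1.35 (Table 3) and Hdc -1.99 against the paper's -1.35 (Table 4).

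With upper-quartile normalization, only KO animals numbered below 100, limma-trend and the natural log, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. For KO/NTZ minus KO/PEG, log2 fold changes were Chga -1.24 against the paper's -0.81 (Table 3) and Chga -1.24 against the paper's -0.81 (Table 4).

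With counts summed per gene and limma-trend, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. For KO/PEG minus KO/NTZ, the value was Akr1b10 -0.24 against the paper's 0.16 (Table 2).

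With counts summed per gene, limma-trend and the natural log, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. In log2 fold change KO/PEG minus WT/PEG, it was Muc6 ENSMUST00000189314 5.24 against the paper's 3.17 (Table 2).

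With counts summed per gene, only KO animals numbered below 100 and limma-trend, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. With the order KO/PEG minus KO/NTZ, it was Muc6 ENSMUST00000062451 0.04 against the paper's -0.67 (Table 2).

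With no filter on low counts, only the groups compared and counts summed per gene, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. As a log2 fold change KO/PEG minus KO/NTZ, it was Glipr1 0.00 against the paper's 0.01 (Table 2).

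With only KO animals numbered below 100 and limma-trend, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. The value for KO/PEG minus KO/NTZ was Anpep 0.40 against the paper's 0.01 (Table 2).

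With the libraries numbered 110 left out, limma-trend and DESeq2, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. For KO/PEG minus WT/PEG, the value was Barx1 0.02 against the paper's -0.04 (Table 4).

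With the libraries numbered 110 left out, only KO animals numbered below 100 and the natural log, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. In log2 fold change KO/NTZ minus KO/PEG, it was Ahsg -2.59 against the paper's -1.84 (Table 4).

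With upper-quartile normalization, counts summed per gene and limma-trend, and with no other of the alternatives set before the data were examined, the following fell within the paper's value. With the order KO/PEG minus KO/NTZ, it was Hsd17b2 0.01 against the paper's -0.48 (Table 2).

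Between WT/NTZ and WT/PEG mice, 60 transcripts differed, against the paper's 3 (Table S1). None of the alternatives set before the data were examined gave the paper's number.

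The first principal component held 43.8% of the variance, against the paper's value of about 67% (Fig. 6, read by eye). It was less than 1.5 times from the paper's value with the 500 most variable transcripts (67.3%) and with counts summed per gene (55.1%), and with none of the other alternatives set before the data were examined.

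With the transcript length slope of each library as a covariate, which was chosen after seeing the values, some of the log2 fold changes above also fell within the paper's value. For KO/PEG minus WT/PEG, these were Wfdc2 ENSMUST00000109344 5.16, Wfdc2 ENSMUST00000017867 4.22, Muc6 ENSMUST00000189314 3.92, Gpa33 3.47, Clu 2.58, Tff2 1.61, Tyrobp 0.72, Cxcl17 0.47, Chga 1.13, Slc18a2 0.50, Cckbr 1.48 and Agt 1.71. In KO/PEG minus KO/NTZ, they were Muc6 ENSMUST00000062451 -0.04, Glipr1 0.08 and Cd44 ENSMUST00000111194 -0.13. Since the slope itself differs between the genotypes (median 0.182 in WT/PEG, with libraries from 0.083 to 0.266, and -0.176 in KO/PEG, from -0.253 to 0.202), the covariate can take out part of the genotype difference whatever its cause, and these matches do not test an explanation. With it, the difference between KO/PEG and WT/PEG no longer passed for Tff2 (adjusted p = 0.101), Tyrobp (adjusted p = 0.109), Cxcl17 (adjusted p = 0.136) and Vtn (adjusted p = 0.627), and Slc18a2 (adjusted p = 0.492 with it) and Barx1 did not pass with or without it.

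Fignl1 (ENSMUST00000171080) passes in Table 2 of the paper for KO/PEG vs WT/PEG, and here had a log2 fold change of 2.09 and an adjusted p of 0.0799 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It passed with only the groups compared (0.0338) and limma-trend (0.000978). Akr1b10 (ENSMUST00000139156) passes in Table 2 of the paper for KO/PEG vs WT/PEG, and here had a log2 fold change of 1.11 and an adjusted p of 0.173 from the same test. It passed with limma-trend (0.00756). Cd44 (ENSMUST00000005218) passes in Table 2 of the paper for KO/PEG vs WT/PEG, and here had a log2 fold change of 0.89 and an adjusted p of 0.396 from the same test. It passed with counts summed per gene (0.00241) and limma-trend (0.0309). Itga2 (ENSMUST00000056117) does not pass in Table 2 of the paper for KO/NTZ vs KO/PEG, and here had a log2 fold change of -1.40 and an adjusted p of 0.0444 from the same test. Slc18a2 (ENSMUST00000026084) passes in Table 3 of the paper for KO/PEG vs WT/PEG, and here had a log2 fold change of -0.33 and an adjusted p of 0.182 from the same test. No alternative called Slc18a2 in the paper's direction. In the opposite direction Slc18a2 passed with limma-trend (-0.51, adjusted p = 0.0366). Sst (ENSMUST00000004480) passes in Table 3 of the paper for KO/NTZ vs KO/PEG, and here had a log2 fold change of 0.88 and an adjusted p of 0.063 from the same test. It passed with the libraries numbered 110 left out (0.0321), counts summed per gene (0.0361), only KO animals numbered below 100 (3.43e-05), limma-trend (0.0241), DESeq2 (0.0225) and the length covariate, which was chosen after seeing the values, (0.0454). Tpm1 (ENSMUST00000129733) passes in Table S1 of the paper for WT/NTZ vs WT/PEG, and here had a log2 fold change of 2.25 and an adjusted p of 0.135 from the same test. No alternative called Tpm1 in the paper's direction. In the opposite direction Tpm1 passed with limma-trend (4.48, adjusted p = 0.0366) and DESeq2 (2.25, adjusted p = 0.045). The paper's text says that Anpep was affected by NTZ, while its log2 fold change here in KO/NTZ versus KO/PEG was -0.40 (standard error 0.14, adjusted p = 0.107 from the same test).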

Other observations

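The splits of the libraries and the comparison of dispersions over all transcripts were planned before their results were seen. The tests of the dispersions of the transcripts that differed, the slope of the paper's values, the spread of the KO libraries and the animal numbers were chosen only after the results were seen.

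Other splits of the libraries into groups of the same sizes were fitted, 50 for each comparison with the real one included. As many transcripts as the 789 of KO/NTZ versus KO/PEG were found in 2 of 50 splits, and the highest of the other 49 gave 1337. With the KO libraries fitted alone (77 transcripts), 2 of 50 splits gave as many (highest of the others 2914). For KO/PEG versus WT/PEG it was 1 of 50, for KO/NTZ versus WT/NTZ 1 of 50 (highest of the others 4035), for the SPEM-related transcripts 1 of 50 with genotype and 1 of 50 with NTZ, for the NE transcripts 1 of 50 with genotype and 1 of 50 with NTZ, and for Table 4 1 of 50. The shift of the SPEM-related transcripts as a group with NTZ was as large in 11 of 50 splits, so other groupings of the libraries gave it too. Transcripts of Table 4 were chosen by the paper on these data, so its count is large in the real split by choice. Table 2 lists the paper's own calls for genotype, so the same limit holds for the SPEM-related count with genotype. The KO/PEG libraries also enter the comparison with NTZ, so the choice can favor the SPEM-related count with NTZ in the real split.

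The smaller number of transcripts when the KO libraries are fitted alone may come from a larger spread among KO libraries, which the shared fit averages with that among WT libraries. The median dispersion was 0.354 in KO and 0.184 in WT libraries, a ratio of 1.93, and 72.1% of 30619 transcripts were higher in KO. Of the 789 transcripts that differed between KO/NTZ and KO/PEG, 712 had a higher dispersion in KO than in WT libraries (medians 1.37 and 0.164). WT/NTZ versus WT/PEG also fell, from 60 transcripts to 0 when the WT libraries were fitted alone (unadjusted p under 0.05 for 2229 transcripts). Of these 60, 60 had a higher dispersion in WT than in KO libraries (medians 0.829 and 0.192), so averaging in the shared fit remains a candidate explanation for both. In that case the adjusted p-values of the shared fit are too small for such transcripts. Since the transcripts were selected in the shared fit, their spread does not prove this, and the fall cannot be told apart from this explanation.

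The paper's fold changes in KO/PEG versus WT/PEG were smaller than the log2 fold changes of the counts by a similar factor for most transcripts compared. Over 51 transcripts, the slope through 0 was 0.696 (95% interval 0.663 to 0.728), where the natural log of 2 is 0.693. This is across transcripts, which are not independent replicates. A candidate explanation is that natural log coefficients were printed as log2. Without the largest change the slope was 0.702, and the median ratio of single transcripts was 0.662. Not all such values of Tables 2, 3 and 4 are among the 51. In Table 4, Vtn goes against the factor, at 2.15 in the paper and 0.75 here.

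The 24 KO libraries spread along one axis, the first component of the KO libraries alone. Of 4 measures tested, it was related most closely to the mitochondrial share of the counts (Spearman's rho 0.87, permutation p = 2e-05, adjusted p = 8e-05 by the Benjamini-Hochberg method; Pearson's r 0.75, permutation p = 3e-05, and 0.83 without the 2 libraries farthest from the median). Within groups rho was 0.88 in KO/PEG and 0.95 in KO/NTZ. For the transcript length slope of the library rho was 0.49 (permutation p = 0.0156, adjusted p = 0.0312), Pearson's r 0.53 (permutation p = 0.0054) and 0.39 (permutation p = 0.069) without the 2 libraries farthest from the median slope. Within groups it was 0.80 in KO/PEG and 0.16 in KO/NTZ. For the total count, rho was 0.43 (permutation test, adjusted p = 0.0517 by the same method) and Pearson's r 0.56 (permutation p = 0.00509). Within groups rho of the total count was 0.19 in KO/PEG and 0.65 in KO/NTZ. For the animal number, rho was 0.08 (permutation test, adjusted p = 0.691 by the same method). Within groups it was -0.36 in KO/PEG and -0.35 in KO/NTZ. A mitochondrial share can reflect the state of the tissue as much as its handling, and the data hold no measure of either, so the axis cannot be told apart from a technical one.

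Of the KO libraries from animals numbered 100 or above, 7 are KO/PEG and 1 KO/NTZ, so that an effect of the number could pass for an effect of NTZ. Between the 7 KO/PEG libraries at or above 100 and the 6 below, 148 transcripts differed (37 of them higher), fewer than the 789 of KO/NTZ versus KO/PEG, and with fewer libraries to show them. Of the 789, 36 also differed between the numbers. With only KO animals numbered below 100, 603 of them differed and 784 had the same direction. What the numbers stand for is not stated, and part of the difference may still belong to them.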
